# Transcriptome analysis of germinating maize kernels exposed to smoke-water and the active compound KAR_1_

**DOI:** 10.1186/1471-2229-10-236

**Published:** 2010-11-02

**Authors:** Vilmos Soós, Endre Sebestyén, Angéla Juhász, Marnie E Light, Ladislav Kohout, Gabriella Szalai, Júlia Tandori, Johannes Van Staden, Ervin Balázs

## Abstract

**Background:**

Smoke released from burning vegetation functions as an important environmental signal promoting the germination of many plant species following a fire. It not only promotes the germination of species from fire-prone habitats, but several species from non-fire-prone areas also respond, including some crops. The germination stimulatory activity can largely be attributed to the presence of a highly active butenolide compound, 3-methyl-2*H*-furo[2,3-*c*]pyran-2-one (referred to as karrikin 1 or KAR_1_), that has previously been isolated from plant-derived smoke. Several hypotheses have arisen regarding the molecular background of smoke and KAR_1 _action.

**Results:**

In this paper we demonstrate that although smoke-water and KAR_1 _treatment of maize kernels result in a similar physiological response, the gene expression and the protein ubiquitination patterns are quite different. Treatment with smoke-water enhanced the ubiquitination of proteins and activated protein-degradation-related genes. This effect was completely absent from KAR_1_-treated kernels, in which a specific aquaporin gene was distinctly upregulated.

**Conclusions:**

Our findings indicate that the array of bioactive compounds present in smoke-water form an environmental signal that may act together in germination stimulation. It is highly possible that the smoke/KAR_1 _'signal' is perceived by a receptor that is shared with the signal transduction system implied in perceiving environmental cues (especially stresses and light), or some kind of specialized receptor exists in fire-prone plant species which diverged from a more general one present in a common ancestor, and also found in non fire-prone plants allowing for a somewhat weaker but still significant response. Besides their obvious use in agricultural practices, smoke and KAR_1 _can be used in studies to gain further insight into the transcriptional changes during germination.

## Background

Smoke released by natural fires is a major environmental cue in fire-prone habitats and a wide range of species show enhanced germination responses after exposure to aerosol smoke or smoke-water. In addition, several species from non-fire prone regions, and some major crops respond to various smoke treatments. Smoke can also positively affect the post-germination stage resulting in increased seedling vigour [1]. Efforts to identify the active compound from smoke-water resulted in the characterization of 3-methyl-2*H*-furo[2,3-*c*]pyran-2-one using achenes of *Lactuca sativa *cv. Grand Rapids [2] or the seeds of *Conostylis aculeata *and *Stylidium affine *[3] as germination test systems. This butenolide-type compound promotes germination over a very wide range of concentrations, from 10^-4 ^M down to 10^-9 ^M, spanning five orders of magnitude [4], and the action of smoke in promoting the germination of seeds of many species is mainly attributed to the presence of this compound in smoke. Currently, at least five analogues of KAR_1 _(referred as KAR_2_-KAR_6 _[5]) can be found in smoke and some of these are likely to contribute to the overall germination promoting activity of smoke extracts. In addition, it was shown that 'dual regulatory' cues exist in the smoke which can either have promoting or inhibitory effects on germination [6,7]. The suspicion that inhibitory constituents are also present in the smoke was confirmed recently when a related butenolide, 3,4,5-trimethylfuran-2(5*H*)-one, was characterized from smoke showing an inhibitory effect on germination [8]. The study revealed that the action of the compound is concentration dependent and significantly reduces the effect of KAR_1 _(promoter) when lettuce achenes were treated simultaneously, irrespective of the KAR_1 _concentrations applied.

There is currently little knowledge on the molecular background of smoke- and KAR_1_-stimulated germination and the observed increase in seedling vigour. The studies published to date have typically been physiological in nature, investigating similarities between the effects of smoke and other plant growth regulators, such as gibberellins and strigolactones. Deeper insight into the molecular background of smoke action has been published more recently [1,9,10]. We reported that the application of smoke-water to maize kernels yielded seedlings with higher vigour and resulted in the induction of stress-related changes in the global transcriptome of young seedlings [1]. Thus, it appears that the 'hardening' effect of smoke is similar to that caused by abscisic acid (ABA). The chain of events in the transcriptome during imbibition, and the genes orchestrating the effect of smoke and KAR_1 _are still elusive. However, the identification of the active component in smoke (i.e. KAR_1_) presents enhanced opportunities for elucidating the mode of action of this compound in the absence of artefacts and confounding influences caused by the additional compounds in smoke.

It is well established that the application of smoke and KAR_1 _breaks seed dormancy and yields earlier testa rupture and overall higher germination rate, although these responses can vary between species. Thus, smoke and KAR_1 _treatments have the potential to improve not only the germination percentage but also the seedling vigour of many species. Regarding maize, this effect is more pronounced as smoke and KAR_1 _treatment results in a massive increase in post-germination growth and seedling vigour [1,11]. On the other hand, smoke and KAR_1 _positively affects the germination rate of maize, as determined by a general germination test, and slightly enhances the water uptake and imbibition of the kernels in the pre-germinative stage [1,11]. Other reports suggest that smoke and KAR_1 _affect initial water uptake in tomato [12] and water homeostasis during germination in *Eragrostis tef *[13].

Our previous microarray study on smoke-exposed maize seedlings showed that smoke treatment results in a distinct, although not robust, change in the gene expression pattern. The aim of the present study was to gain a deeper insight into the molecular background of how smoke and KAR_1 _exert their effects on seed germination during imbibition, prior to testa rupture. To elucidate the action of smoke-water and KAR_1 _in the early imbibition stages of maize germination, we recorded the changes in the total transcriptome in the first 24 h in a time-course microarray experiment. Here, we present a detailed comparative analysis of the changes in gene expression that take place in maize embryos after exposure to smoke-water and KAR_1_. The present work substantially extends our current knowledge of transcriptional regulation by smoke and KAR_1 _exposure and will provide valuable insight into which aspects of smoke- and KAR_1_-induced germination and increased seedling vigour should be the focus of further studies.

## Results

### Germination characteristics of smoke-water and KAR_1_-treated kernels

Application of smoke-water and the active compound KAR_1 _slightly, but significantly, increased the germination rate of the treated kernels after 10 d, when water imbibed kernels were used as controls (Figure 1). The time course of testa rupture was similar in all conditions applied, however, the first appearance of radicles/coleoptiles was after about 24 h in the treated samples. The actual germination percentage was higher in the smoke- and KAR_1_-exposed kernels from 5 d onwards, and beyond 10 d, no further testa rupture was observed.

**Figure 1:**
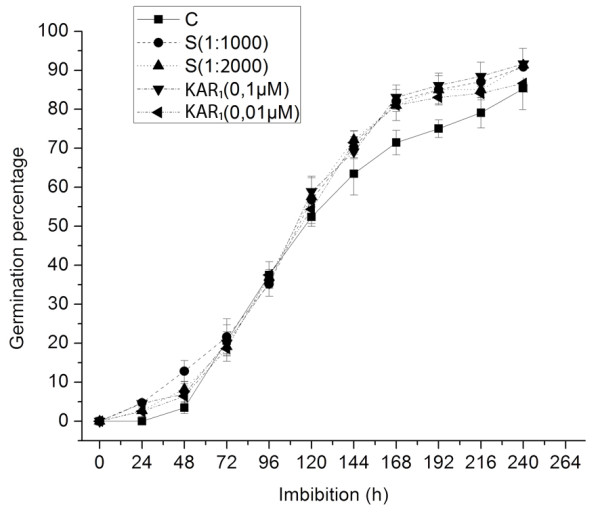
**Effect of smoke and KAR_1 _on the germination time course of maize kernels**. Each treatment consisted of four independent experiments with three biological replicates (*n *= 30). The kernels were treated with water (control), 1:1000 or 1:2000 (v/v) dilution of smoke-water, and 0.1 or 0.01 μM KAR_1_. Germinated kernels were scored every day for 10 d. Error bars represent standard error (SE) of the mean germination percentage.

For experimental design reasons, we assumed that the effect of both cues on the germination is equivalent, regarding their apparent physiological effect on germination parameters. Considering the presence of inhibitory compound(s) in smoke, the concentration of which may be the limiting factor for the germination activity of smoke-water, the most suitable range for which germination promotion by smoke occurred was determined, and we found that the dilutions used in previous reports (1:1000 and 1:2000) worked well in our experiments. We also determined the concentration of KAR_1 _and 3,4,5-trimethylfuran-2(5*H*)-one in our smoke-water batches. The concentration of the KAR_1 _in crude smoke-water was 4.0818 × 10^-6 ^M ± 3.6% (0.004 μM in the diluted smoke-water), whereas the concentration of the inhibitory compound was 1.3 × 10^-2 ^M ± 5.8% in the undiluted smoke-water. The 3,4,5-trimethylfuran-2(5*H*)-one concentration was much higher in the crude smoke than the reported 10 μM limit, which is highly inhibitory to germination [8]. Therefore, to achieve a positive germination response we used the 1:1000 dilution of the smoke-water, a concentration applied in previous studies [1,6,7].

Taking into account that KAR_1 _is active over a very wide concentration range, the concentration of the inhibitory compound is the limiting factor in terms of germination responsivity and there is no information about the physiological effects of other (supposedly) active butenolide compounds (the karrikins) present in the smoke. Therefore, we tested the typical and widely used 0.1 μM and 0.01 μM concentrations of KAR_1 _and 0.1 μM was chosen for the microarray experiment. However, due to the possibility of other potentially active compounds in smoke our primary interest was to assess smoke-water and KAR_1 _responsive genes and not to compare the two treatments (we could not assume that the molecular basis of smoke and KAR_1 _action is the same).

### Transcriptome analysis of smoke-water and KAR_1_-treated germinating kernels

In a previous study, we performed microarray analysis of smoke-water-induced germinating maize kernels (young seedlings) which had just entered phase III of germination characterised by rapid and pronounced water uptake [1]. In this study, to begin elucidating the molecular basis of smoke and KAR_1 _action during imbibition, before testa rupture, a detailed temporal analysis of gene expression under smoke and KAR_1 _exposure was conducted using microarrays. As the germination time course shows, the germination of maize is not perfectly synchronous, and the radicles/coleoptiles first appeared in the treated samples. We assumed that in the first 24 h of imbibition, before the first observation of testa rupture, the kernels are more homogenous in terms of developmental stage than later, and we chose early time points to collect the samples. Beyond 24 h, it is difficult, due to the increasing radicle emergence, to sample imbibed kernels in the same developmental stage. To further reduce the effect of differences in the germination stages, we used 90 embryos at every time point (15 embryos of six independent treatments). Embryos excised from kernels of the Mv255 maize strain treated with smoke-water (1:1000 dilution) and KAR_1 _(0.1 μM) solutions for 1.5, 3, 6, 9, 12 and 24 h were used for the experiment. 

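Embryo RNA of this time course was compared in pairs on 2-colour maize oligonucleotide slides. Smoke-water is water through which the smoke of burning plant material was passed, used here at 1:1000, and KAR1 is a butenolide isolated from smoke, used at 0.1 µM. Each sample was a pool of 90 embryo axes (6 batches of 15), cut out without the scutellum, and 400 ng of total RNA was labelled. The control was hybridised against smoke-water on 21 slides, 3 of them from 27 h of imbibition, and against KAR1 on 18 slides, and smoke-water was hybridised against KAR1 on 17 slides. A comparison at 1 time point had 3 slides of the same RNA pools (2 slides for smoke-water against KAR1 at 1.5 h, by the sample labels), which are technical replicates. The first-named sample was labelled with Cy3 and the second with Cy5 on every slide, so that a dye effect of a probe adds to every ratio with the same sign; smoke-water was in Cy5 against the control and in Cy3 against KAR1. The authors quantified the spots in ArrayVision, and the deposited scanner files hold the spot intensity and local background of both channels before normalization. The files call the channels control and data and do not name the dyes; control was taken as Cy3 and data as Cy5. A slide had 46128 spots, of which 43536 were gene spots, for 43393 probes, and 1972 were blank. A probe was counted as above background when its signal minus local background exceeded the 95th percentile of the blank spots of the slide. In Cy3 the median slide had 71.2% of the probes above background (range 55.4 to 86.5) for control against smoke-water, 65.3% (49.4 to 74.3) for control against KAR1 and 65.4% (41.1 to 74.5) for smoke-water against KAR1. The corresponding values in Cy5 were 70.0% (50.4 to 77.3), 65.3% (50.9 to 69.7) and 64.1% (49.5 to 70.0). Signals were low, with a median Cy5 spot at 1.13, 1.11 and 1.13 times its local background on the median slide of these comparisons. Background was corrected with normexp and an offset of 50, the log2 ratios were normalized by loess within slides and by quantiles between slides, and the technical slides of a time point were averaged. The test was limma over the 6 pairs of pools, with Benjamini-Hochberg adjustment and an adjusted p below 0.1, the threshold of the study. A test over the technical slides of 1 time point, which is the test of the study, measures the spread of hybridisation and compares 2 RNA pools. Every value given here follows the probe ID on its own row of the scanner file, whereas in the authors' deposited value table and in Additional File 1 an ID carries the value of another scanner row, except in 9 of the 462 values of Additional File 1 (all 462 equal, within 0.001, the deposited values at the slide location of the ID). Additional Files 3 to 6 name 6153 of the 43393 probes (14.2%), most of them by their best match in another species; the copies of Additional Files 4 and 5 used here leave out 2862 rows, and 607 rows and 2 sheets.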

We also investigated the changes in the transcription profile of embryos which were smoke-treated for 3 and 6 h, after a 3 h delay. In this experiment, control and smoke-treated samples were compared to samples which were imbibed in water for 3 h and then exposed to smoke-water for an additional 3 and 6 h. 

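The delayed treatment was measured on 6 slides against the water control and on 6 slides against embryos kept in smoke-water from the start. Each of these comparisons has 2 pairs of RNA pools, with 3 and 6 h of smoke-water after the delay of 3 h, and 3 technical slides per pair. The delayed sample was in Cy5; the sample labels name the second channel of the control slides as control, and the design given in the paper was used. By the sample labels, the control or smoke-water embryos had been imbibed for 3 or 6 h, which is 3 h less than the delayed embryos beside them, so that age, treatment and dye differ together. Probes above background amounted to 73.8% in Cy3 (range 71.7 to 80.4) and 69.6% in Cy5 (66.5 to 73.9) on the median slide against the control, and to 76.4% (73.8 to 80.1) and 71.8% (65.6 to 75.8) on the median slide against smoke-water. Because 2 pairs of pools alone leave too little to estimate a spread, limma was fitted with a mean for each kind of comparison over all 22 pairs of pools, which share 1 estimate of the spread per probe.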

For the whole time-course experiment 68 independent microarray slides were used. The microarray data presented here have been deposited in the GEO database (http://www.ncbi.nlm.nih.gov/geo) under accession number GSE17484. 

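Over 1.5 to 24 h, the ratio of smoke-water in Cy5 over the water control in Cy3 passed the test for 6 of 43393 probes, 5 above and 1 below 0 on the log2 scale (adjusted p below 0.1, limma, n = 6 pairs of pools), each of them in the same direction at all 6 times. The probe with the smallest adjusted p, MZ00023546, was at 1.18 (standard error 0.11, adjusted p = 0.00929 from limma). MZ00037156 was at 1.63 (standard error 0.17, adjusted p = 0.0163 from limma), with smoke-water signals above background on 12 of 18 slides and control signals on 5 of 18. MZ00029152, which matches Hcr2-5D, a disease resistance protein, in rice, was at 0.75 (standard error 0.10, adjusted p = 0.0941 from limma). MZ00034863 was at -0.87 (standard error 0.12, adjusted p = 0.0941 from limma) and was above background on every slide; neither it nor the first 2 probes are named in the annotation used here. Of these 6 probes, 3 reached a 2-fold ratio. On the slides where smoke-water was in Cy3, all 6 had the same sign in Cy5 over Cy3, both in KAR1 over smoke-water and in delayed smoke-water over smoke-water. In the latter, however, MZ00034863 was near 0, at -0.07 (adjusted p = 0.9305 from limma). In KAR1 over smoke-water MZ00023546 was at 0.68, MZ00029152 at 0.71 and MZ00034863 at -0.48. There MZ00037156 was at least 1.07-fold higher under KAR1, with smoke-water above background on none of 17 slides. Smoke-water over control was also computed, after the data were seen, as KAR1 over control minus KAR1 over smoke-water, in which a dye effect common to these slides cancels: limma then called 0 probes (1553 at an unadjusted p below 0.05, smallest adjusted p 0.987; a simulated log2 change of 1 was recovered for 83% of probes). In it the 6 probes lay between -0.53 and 0.13, with MZ00023546 at 0.13 (standard error 0.15) and MZ00034863 at -0.08 (standard error 0.14). The sum of smoke-water over control and KAR1 over smoke-water minus KAR1 over control, in which the treatments cancel and a dye effect stays, was at 1.06 for MZ00023546, 2.17 for MZ00037156, 0.89 for MZ00029152 and -0.79 for MZ00034863. On this sum limma called 0 probes (smallest adjusted p 0.697), where a simulated log2 change of 1 was recovered for 48% of probes. The 6 probes were picked by their smoke-water ratio, which is a part of the sum. For smoke-water over control as measured, 3985 probes were at an unadjusted p below 0.05 from limma, where chance alone gives 2170. Its count of 6 was 1, 2, 0, 0 and 1 without the pools of 1.5, 3, 6, 9 and 12 h, respectively, with 3051 probes without 6 h and 2882 without 9 h at an unadjusted p below 0.05 from limma.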

Throughout the course of the experiments, only a narrow subset of genes were affected at all time points by the treatment. 

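Cytochromes P450 and a cell wall protein were among the probes that changed at both 6 and 9 h of smoke-water, in the test over the 3 technical slides of each time (at least 2-fold, adjusted p below 0.1 from limma). CYP81E1/D8 (MZ00004877), a P450 annotated in flavonoid metabolism, fell by 2.03 on the log2 scale at 6 h (standard error 0.12) and by 1.91 at 9 h (standard error 0.11). A putative P450 matched to rice (MZ00029404) fell by 2.01 at 6 h and by 2.39 at 9 h (standard error 0.11 for both). Alpha-expansin 1 (MZ00016971), which loosens cell walls during growth, rose by 1.23 at 6 h (standard error 0.13) and by 1.24 at 9 h (standard error 0.10). At 9 h an ascorbate peroxidase matched to rice (MZ00001146) fell by 2.83 (standard error 0.11, adjusted p = 0.0409 from limma) and alcohol dehydrogenase 1 (MZ00013561), an enzyme of fermentation, fell by 1.95 (standard error 0.10, adjusted p = 0.0490 from limma). Smoke-water gave 169 probes up and 158 down at 6 h and 102 up and 235 down at 9 h, and the union over its 6 times held 629 probes, 35 of them called at both 6 and 9 h. At 1.5, 3, 12 and 24 h 0 probes were called, so that a call at more than 2 times was not possible. Across the 22 comparisons of the study, 174 probes changed at least 4-fold with an adjusted p below 0.1 in at least 1 comparison, 0 probes changed 2-fold in all 22 at any p, the most comparisons with a 2-fold change for a single probe was 21, and the most comparisons with a call was 8.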

Figure 2 shows the expression pattern of 21 selected genes whose expression changed in all experiments with fold-change ≥ 2, with corrected p-values < 0.1 in at least two experiments (Additional File 1). Additional File 2 shows the expression patterns of all genes at all time points and comparisons which showed a fold-change ≥ 4 and a corrected p-value < 0.1 in at least one experiment. The full list of the genes with fold-change ≥ 2, their annotation and p-values in the different treatments and time points are available online as Additional Files. Genes with corrected p-value < 0.1 (regarded as significantly differentially expressed) are at the top of the list, separated with a red line.

**Figure 2:**
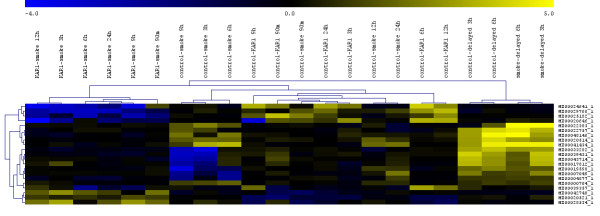
**Hierarchical clustering of data from the microarray analysis of gene expression in smoke- and KAR_1_-treated germinating maize kernels**. The data represents control vs. smoke, control vs. KAR_1_, control vs. smoke-treated for 3 h after a 3 h delay, control vs. smoke-treated for 6 h after a 3 h delay, and KAR_1 _vs. smoke comparisons. Samples with similar patterns of expression of the genes studied cluster together, as indicated by the dendrogram. The hierarchical clustering of the 21 genes that seemed to be the most relevant in all experiments is illustrated (expression changed in all experiments with fold-change ≥ 2, and at least in one experiments the corrected p-values < 0.1). Yellow indicates up-, and blue indicates downregulation.

The list of smoke-responsive genes (Figure 2; Additional Files 2 and 3) shows a significant overlap with our previous transcriptome data obtained from young smoke-treated maize seedlings 24 and 48 h after imbibition [1]. A sulfiredoxin-like protein gene (MZ00020514) and a LRR receptor kinase-like gene (MZ0000704) were upregulated, while the transcript abundance of calcineurin 9B-like gene (*CBL9*; MZ00043714) and an unknown gene (MZ00019598) with a tetratricopeptide repeat (*TTR*) sharply declined. 

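None of the 4 genes passed the test over the time course of smoke-water. The sulfiredoxin-like gene, whose product repairs over-oxidised peroxiredoxins, had a mean log2 ratio of 0.05 (standard error 0.12, adjusted p = 0.914 from limma), higher at 5 of 6 times and above background on every slide. The LRR receptor kinase-like gene (MZ00000704 in the files) had a mean of -0.17 (standard error 0.17, adjusted p = 0.743 from limma), higher at 2 of 6 times, with the control above background on 9 and smoke-water on 5 of 18 slides. CBL9, a calcium sensor, had a mean of -0.17 (standard error 0.12, adjusted p = 0.653 from limma) and was lower at 4 of 6 times. The mean of TTR was -0.04 (standard error 0.15, adjusted p = 0.952 from limma), lower at 4 of 6 times. At 9 h TTR was at -0.66, with an adjusted p of 0.0637 over the technical slides (limma), which is less than a 2-fold change. The SD between the 6 pairs of pools was 0.23 for the sulfiredoxin-like gene, 0.50 for the LRR gene, 0.28 for CBL9 and 0.43 for TTR, each larger than the size of that mean.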

In smoke-treated seeds, the most obvious changes were observed in the expression of the ubiquitin activating enzyme 1 (*UBE1*, MZ00041434) which was upregulated after 6 and 12 h.

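UBE1 encodes the enzyme that activates ubiquitin before its transfer to proteins. Its log2 ratio of smoke-water over control was 0.62 ± 0.92 (SD, n = 3 technical slides) at 1.5 h, and at 3, 6, 9, 12 and 24 h its spot was not above background in either channel on any slide, so that no direction is given there. Its dimness follows the slide series: in the files of these times the spots are listed in slide order, whereas in those of 1.5 h and of control against KAR1 they are sorted by ID, and the spot was above background in the water control of every time on the latter and on all 6 slides of control against delayed smoke-water. The mean over the 6 pairs of pools was 0.18 (standard error 0.14, adjusted p = 0.689 from limma) and rests on a spot above background on 3 of 18 slides. On the slides of control against KAR1, all 18 with the spot above background in both channels, its mean log2 ratio was 0.04 (standard error 0.09, adjusted p = 0.820 from limma). UCE2 (MZ00041882), a ubiquitin-conjugating enzyme, had a mean of 0.12 under smoke-water (standard error 0.12, adjusted p = 0.746 from limma). From its array data, the paper proposes a possible part of ubiquitin-mediated protein degradation in the action of smoke. It also gives anti-ubiquitin blots, with more ubiquitinated protein after 6 h of smoke-water but not of KAR1. Its real-time PCR of selected genes, UBE1 among them, ran with its array values.

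**Figure D1:**
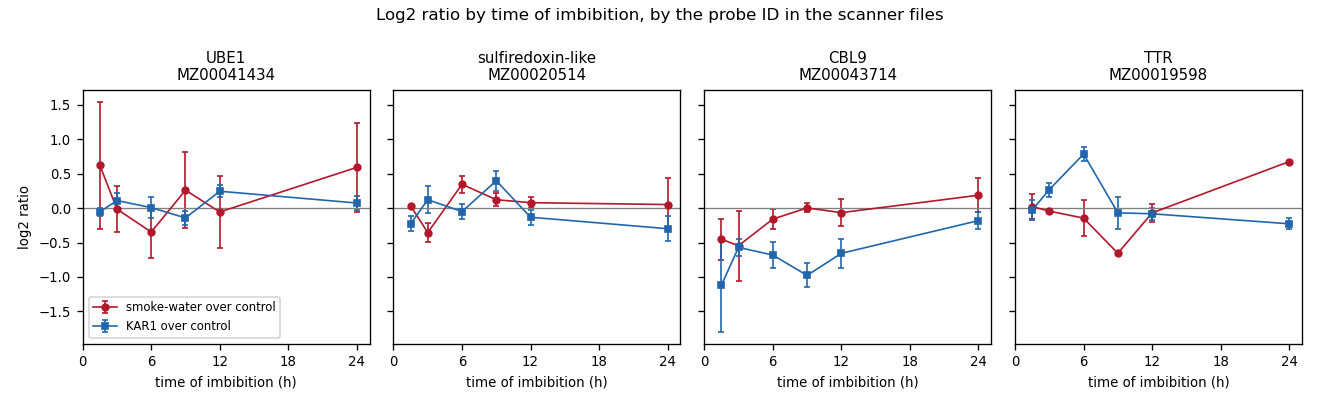
Log2 ratio (vertical axis) against time of imbibition in h (horizontal axis) for UBE1, the sulfiredoxin-like gene, CBL9 and TTR, as mean and SD of the technical slides; red circles are smoke-water over control and blue squares KAR1 over control. The red UBE1 points of 3 to 24 h come from spots not above background in either channel, and no time was called.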

To differentiate between imbibition/germination and the smoke-specific response, we compared the transcriptome of kernels imbibed in water for 3 h and additionally treated with smoke-water for 3 or 6 h with control ones in an independent experiment (Figure 2; Additional Files 2 and 4). This design allowed us to partially filter imbibition specific genes and narrow down the potential list of smoke specific genes. 

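Embryos given delayed smoke-water, which were also 3 h older than the water control, differed from it in some members of several gene lists, none of which was tested for enrichment, all from 2 pairs of pools. The delayed sample was in Cy5 on every slide, so a dye effect of a probe adds to each ratio. Treatment, age and dye therefore cannot be told apart in these comparisons. Of 18 redox enzymes 5 rose and 1 fell (5 and 2 when adjusted over the list alone), among them superoxide dismutase 4AP (MZ00013851; log2 ratio 1.00, standard error 0.25, adjusted p = 0.0205 from limma) and the ascorbate peroxidase matched to rice (MZ00001146; 2.00, standard error 0.54, adjusted p = 0.0336 from limma). Of 24 photosynthesis genes 5 rose and none fell (5 and 0 adjusted over the list alone), among them photosystem II subunit I (MZ00040800; 1.59) and plastocyanin (MZ00013672; 1.41), an electron carrier. Of 41 cytochromes P450, 5 rose and none fell (5 and 1 adjusted over the list alone); MZ00003946 and MZ00054907 were not above background in the control and were at least 2.34-fold and at least 3.32-fold higher after the delayed treatment. For these bounds the control was set, per slide, to the lowest signal among probes above background. Of 28 genes of ethylene signalling and synthesis 3 rose and 1 fell (3 and 2 adjusted over the list alone), with EREBP1, an ethylene response factor (MZ00034252), at 1.16 (standard error 0.26, adjusted p = 0.0120 from limma). Zein Zd1 (MZ00039405), an endosperm storage protein, was at 1.49 and a chitinase (MZ00049490) at 1.52. In all, 2301 probes rose and 1345 fell against the control, and 2048 rose and 1381 fell against embryos kept in smoke-water from the start. The balance turned to 7502 up and 9709 down against the control and 6837 and 8232 against smoke-water without background correction, and to 838 and 989, and 816 and 1165, on probes above background; without normalization between slides it was 3626 and 930, and 2756 and 761. Against the control 1869 probes were called without the 3 h pools and 574 without the 6 h pools, and against smoke-water 236 without the 3 h pools; of the genes named here, only photosystem II subunit I was called both without the 3 h and without the 6 h pools, with the remaining pair assumed to vary like those of the other comparisons. The paper states that this design partly filtered out imbibition genes and narrowed the list of genes that may be specific to smoke.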

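Against the water control, UBE1 (MZ00041434) had a mean log2 ratio of 0.16 after delayed smoke-water (standard error 0.18, adjusted p = 0.705 from limma, n = 2 pairs of pools). CBL9 (MZ00043714) was at -0.54 (standard error 0.20, adjusted p = 0.130 from limma) and TTR (MZ00019598) at 0.44 (standard error 0.24, adjusted p = 0.336 from limma). Of the pair of genes with no known function, MZ00033282 was at 0.01 (standard error 0.42, adjusted p = 0.995 from limma), above background on 2 of the 6 slides in each channel. MZ00039431 passed the test (adjusted p = 0.0383 from limma), but its control signal was above background on none and its delayed signal on 1 of the 6 slides, so that no fold is given, and it was not called without the 3 h or the 6 h pools; without background correction it was at -0.02. Against embryos kept in smoke-water from the start, MZ00039431, above background on 1 of 6 slides in each channel, was at 0.67 (adjusted p = 0.455 from limma) and TTR at 0.51 (adjusted p = 0.254 from limma). Among the other genes of Additional File 1, the senescence-associated gene MZ00020646 was called in both comparisons, at 0.93 (adjusted p = 0.0250 from limma) against the control and 1.06 (adjusted p = 0.0103 from limma) against smoke-water, the former call being lost without the 6 h pools and the latter without the 3 h pools; its delayed signal was above background on 3 and 2 of 6 slides, respectively, and the signal beside it on 1.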

Interestingly, nearly the same expression pattern was obtained as in the time course study, with the overwhelming expression of *UBE1*, and surprisingly, the upregulation of the *CBL9*, *TTR *and two unknown genes (MZ00033282 and MZ00039431) which were downregulated in the time course experiment. 

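The methylcrotonyl-CoA carboxylase gene (MZ00022757), which belongs to leucine breakdown, had a log2 ratio of -0.05 after delayed smoke-water against the water control (standard error 0.18, adjusted p = 0.916 from limma, n = 2 pairs of pools). Against embryos kept in smoke-water from the start it was at 0.05 (adjusted p = 0.923 from limma). Over the 6 times of KAR1 its mean was 0.26, higher at 6 of 6 times (standard error 0.10, adjusted p = 0.161 from limma).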

The putative methylcrotonyl-CoA carboxylase (MZ00022757) showed unique and concerted upregulation when smoke was applied in delay.

KAR_1 _treatment yielded a completely different gene expression pattern in comparison to smoke-treated samples (Figure 2, and 3; Additional File 2, 5 and 6). 

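Over 1.5 to 24 h of KAR1, 2235 probes rose and 2374 fell against the water control (adjusted p below 0.1 from limma, n = 6 pairs of pools), 24 and 25 of them at least 2-fold, and 4126 had the same sign at all 6 times. A calcium sensor gene (MZ00044520) rose by 1.39 on the log2 scale (standard error 0.22, adjusted p = 0.0264 from limma), with the control above background on 7 and KAR1 on 16 of 18 slides, while of 19 genes in the list of calcium sensors, which does not hold it, none rose and 4 fell (2 and 7 when adjusted over the list alone), among them a calmodulin matched to Arabidopsis (MZ00023396; -0.87, standard error 0.09, adjusted p = 0.0225 from limma) and CBL9 (-0.70, standard error 0.13, adjusted p = 0.0307 from limma, lower at 6 of 6 times). Ribosomal proteins rose in 22 and fell in 6 of 135 cases (29 and 12 adjusted over the list alone). Of 20 histones 4 rose and 1 fell (4 and 1), with histone H2A (MZ00040901), a chromatin protein, at 0.65 (standard error 0.09). In the receptor kinases, of the LRR and other types, 5 of 71 rose and 4 fell (6 and 6), in the cytochromes P450 3 of 41 rose and none fell (3 and 0), and in the glutathione S-transferases and UDP-glycosyltransferases 2 of 31 rose and none fell (1 and 0). Of 16 genes of glycolysis and fermentation 2 rose and none fell (2 and 0), of 26 of mitochondrial respiration 2 and none (2 and 0), of 53 of the cell wall 4 and none (2 and 0), and of 12 of the cell cycle none and 1 (0 and 1). In the difference of the KAR1 and smoke-water ratios at each time, in which a dye effect common to both sets of slides cancels, limma called 0 probes, with 3728 at an unadjusted p below 0.05 and a smallest adjusted p of 0.226, whereas it called 15 (12 up and 3 down) with a joint spread and 1402 over the technical slides with the pool as a random block. Across probes, the mean ratios of smoke-water and KAR1 had r = 0.37 (rho 0.36), where simulated responses with no effect and the shared water control gave 0.234. The covariance was 0.0166 beside a simulated 0.00591, and probes are not independent replicates. Both ratios have the control in Cy3, and the simulation held no dye effect, which could raise both values. The excess over the simulation therefore does not show a shared response. Without the pools of 3, 9 or 24 h the count for KAR1 was 2291, 1762 or 2412, without 6 h it was 1 and without 12 h it was 0 (limma), with 8365 and 8050 probes at an unadjusted p below 0.05 without 6 and 12 h.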

A senescence-associated protein-related gene (MZ00020646) was upregulated at all time points, except at 9 h, where a sharp decline in the expression was observed. 

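The KAR1 signal of the senescence-associated gene MZ00020646 was above background on none of the 18 slides and its control signal on 3, 1 each at 1.5, 9 and 12 h. It was at least 1.10-fold lower under KAR1 at 1.5 h and at least 1.05-fold lower at 9 h, neither of them called (adjusted p = 0.354 and 0.152 from limma over the technical slides). At 3, 6 and 24 h it was not above background in either channel, and at 12 h and over the 6 times together no fold can be given; over the 6 times the adjusted p was 0.110 (limma).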

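The plastidic phosphate translocator-like gene (MZ00025182), of a family of carriers of the plastid envelope, had a mean log2 ratio of -0.14 under KAR1 (standard error 0.12, adjusted p = 0.534 from limma), higher at 2 and lower at 4 of 6 times, with all spots above background. MZ00039357, with a glycosyltransferase domain, had a mean of -0.01 (standard error 0.12, adjusted p = 0.971 from limma) and was higher at 1 and lower at 5 of 6 times. Among the genes of Additional File 1, MZ00017812 rose by 0.43 (standard error 0.09, adjusted p = 0.0385 from limma) and was higher at 6 of 6 times; this call was lost without the 6 h or the 12 h pools.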

A putative plastidic phosphate translocator-like protein 1 (MZ00025182) and a glycosyltransferase domain-containing gene (MZ00039357) was also constantly upregulated. The most notable gene, however, which was upregulated during the whole course of the experiment is a tonoplast intrinsic protein (*TIP3.1*), a member of the aquaporin family. 

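Tonoplast intrinsic proteins are water channels of the vacuole membrane. TIP3.1 (MZ00024641) had a log2 ratio of KAR1 over control of 0.33 at 1.5 h, 0.25 at 3 h, 0.12 at 6 h, 0.01 at 9 h, -0.09 at 12 h and 0.23 at 24 h. Its mean was 0.14 (standard error 0.09, adjusted p = 0.381 from limma), higher at 5 of 6 times, with an SD of 0.16 between the pairs of pools. With 4609 of all 43393 probes called over the time course of KAR1, 1 of 10 aquaporins named in the annotation rose and none fell (1 and 0 when adjusted over the list alone). This was ZmPIP2-6 (MZ00016732), a water channel of the plasma membrane, at 0.50 (standard error 0.12, adjusted p = 0.0510 from limma) and higher at 6 of 6 times, a call lost without the 6 h or the 12 h pools. Over the technical slides of 9 h it was at 1.08 (adjusted p = 0.0849 from limma). It was also at 1.31 at 6 h of smoke-water (standard error 0.15, adjusted p = 0.0866 from limma over the technical slides).

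**Figure D2:**
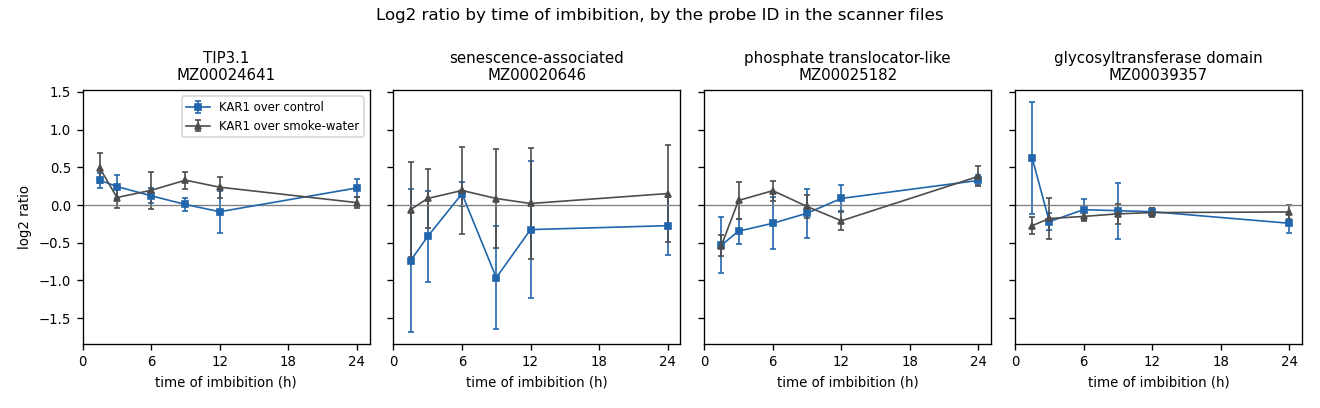
Log2 ratio (vertical axis) against time of imbibition in h (horizontal axis) for TIP3.1, the senescence-associated gene MZ00020646, the phosphate translocator-like gene MZ00025182 and MZ00039357, as mean and SD of the technical slides; blue squares are KAR1 over control and grey triangles KAR1 over smoke-water. The blue points of MZ00020646 come from spots not above background under KAR1, and the blue TIP3.1 points lie between -0.09 and 0.33.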

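Ratios of the slides that carried both treatments are given as KAR1 over smoke-water, the dye order of the labels and the opposite of the direction in the tables of the study. TIP3.1 (MZ00024641) was at a mean log2 ratio of 0.23 over the 6 times (standard error 0.09, adjusted p = 0.123 from limma), higher under KAR1 at 6 of 6 times. The senescence-associated gene (MZ00020646) was at 0.08 (standard error 0.08, adjusted p = 0.534 from limma) and the S-adenosylmethionine-dependent methyltransferase (MZ00029766) at 0.09 (standard error 0.09, adjusted p = 0.534 from limma), each higher at 5 of 6 times, the former above background on 2 of 17 slides in smoke-water and 1 of 17 in KAR1. CBL9 (MZ00043714) was lower under KAR1, at -0.71 (standard error 0.10, adjusted p = 0.00963 from limma) and at 6 of 6 times. A glutaredoxin (MZ00041304), an enzyme that reduces disulfides, fell by 1.22 (standard error 0.13, adjusted p = 0.00836 from limma) and a maize MADS-box transcription factor (MZ00016680) by 1.80 (standard error 0.30, adjusted p = 0.0148 from limma), the latter above background on 3 of 17 slides in smoke-water and 1 of 17 in KAR1. In all, KAR1 over smoke-water was above 0 for 3477 probes and below 0 for 3715, 29 and 17 of them at least 2-fold. KAR1 was in Cy5 on all these slides, so a dye effect of a probe adds to every ratio of this paragraph. In the difference of the KAR1 and smoke-water ratios against control, a dye effect common to both sets of slides cancels. There limma called 0 probes, where a simulated log2 change of 1 was recovered for 58% of probes. TIP3.1 was called over the technical slides with the time as a random block (0.22) and among probes above background on most slides (0.23). Without the pools of 1.5, 6, 9 or 12 h, 3758, 3017, 4340 or 4392 probes were called in KAR1 over smoke-water.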

Analysis of the microarray data obtained from comparison of the KAR_1_- and smoke-treated samples showed that the master genes *TIP3.1 *(MZ00024641), senescence-associated protein-related gene (MZ00020646) and S-adenosylmethionine-dependent methyltransferase (MZ00029766), which proved to be KAR_1_-responsive, were downregulated at almost all time points in smoke-treated plants (Figure 2; Additional Files 2 and 6). This latter gene functions in the flavonoid biosynthesis process and both smoke and KAR_1 _responsive gene lists were enriched in transcripts related to the phenylpropanoid pathway, although different gene sets were affected (Additional File 2). 

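Of 45 annotated genes of phenylpropanoid and flavonoid synthesis, 1 rose and 2 fell over the time course of KAR1 (adjusted p below 0.1 from limma; 1 and 1 when adjusted over the list alone), and none passed under smoke-water (0 up and 2 down over the list alone). A hydroxycinnamoyl transferase matched to rice (MZ00056703), which joins phenolic acids to acceptors, fell by 0.83 under KAR1 (standard error 0.13, adjusted p = 0.0264 from limma), with the control above background on 12 and KAR1 on 3 of 18 slides. A cinnamic acid 4-hydroxylase (MZ00025513), the enzyme of the second step of the pathway, rose by 0.45 and a chalcone isomerase-like gene (MZ00026982) fell by 0.30. Under KAR1 against smoke-water, none rose and 3 fell (0 and 2 adjusted over the list alone), with the hydroxycinnamoyl transferase at -0.58 and a chalcone synthase (MZ00033188) at -0.47. The methyltransferase MZ00029766 had a mean of 0.04 under KAR1 (standard error 0.12, adjusted p = 0.879 from limma). Among all 43393 probes, 4609 were called under KAR1 and 6 under smoke-water. The list was not tested for enrichment, since 14.2% of the probes are named; no KAR1 call named here held without the 6 h or the 12 h pools, and that of the chalcone isomerase-like gene did not hold without 3, 9 or 24 h either.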

Smoke treatment induced the expression of anthranilate phosphoribosyltransferase (MZ00024875), flavanone 3-beta-hydroxylase (MZ00044256), flavonol glucosyltransferase (MZ00021805), flavonoid 3'-hydroxylase (MZ00021482) and *CYP71D *(MZ00029737), while the *CYP81E1/D8 *gene (MZ00004877) was downregulated. 

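Over the 6 times of smoke-water, anthranilate phosphoribosyltransferase (MZ00024875), an enzyme of tryptophan synthesis, had a mean log2 ratio of 0.24 (standard error 0.11, adjusted p = 0.542 from limma) and was higher at 6 of 6 times. Flavanone 3-beta-hydroxylase was at 0.28 (standard error 0.15, adjusted p = 0.573 from limma), higher at 5 of 6 times. Flavonol glucosyltransferase (MZ00021805) was at 0.31 (adjusted p = 0.601 from limma), higher at 4 of 6 times, and lies at a slide position whose signals did not carry over between slide series. Flavonoid 3'-hydroxylase was at 0.21 (adjusted p = 0.737 from limma) and CYP71D at 0.04 (adjusted p = 0.919 from limma), each higher at 3 of 6 times. CYP81E1/D8 was at -0.53 (standard error 0.35, adjusted p = 0.632 from limma) and lower at 5 of 6 times, with an SD of 1.25 between the pairs of pools. In the tests over the technical slides, CYP81E1/D8 had adjusted p = 0.0713 at 6 h and 0.0490 at 9 h (limma, n = 3 slides).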

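Under KAR1 against the water control, cinnamoyl-CoA reductase (MZ00036789), the entry to lignin synthesis, had a mean log2 ratio of -0.01 (standard error 0.11, adjusted p = 0.976 from limma) and was higher at 3 of 6 times. Cinnamic acid 4-hydroxylase (MZ00036045) was at 0.21 (standard error 0.11, adjusted p = 0.297 from limma), higher at 5 of 6 times. Anthranilate phosphoribosyltransferase (MZ00047824) had an adjusted p of 0.86 from limma and is given no fold, with its KAR1 signal not above background on any of 18 slides and its control signal on 1. Another cinnamoyl-CoA reductase in the annotation (MZ00004078) rose by 1.05 over the technical slides of 9 h.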

After KAR_1 _treatment, the transcript abundance of cinnamoyl-CoA reductase (MZ00036789), cinnamic acid 4-hydroxylase (MZ00036045) and anthranilate phosphoribosyltransferase (MZ00047824) were altered.

**Figure 3:**
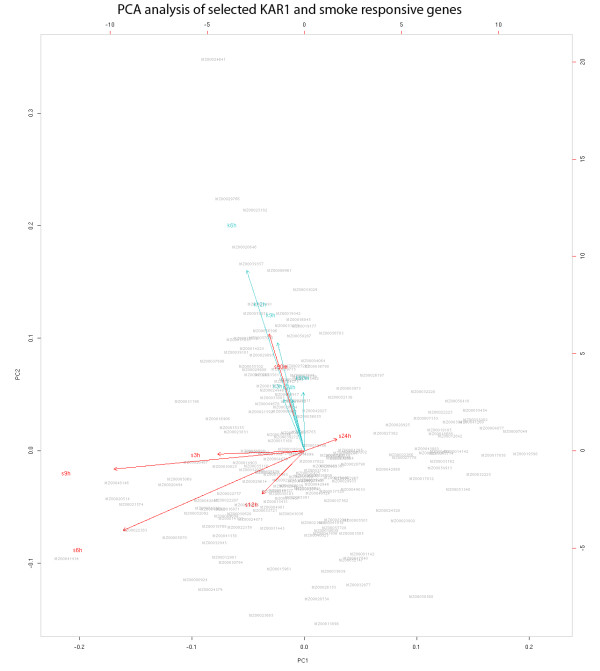
**Principal component analysis of the genes distinctly differentially expressed between smoke and KAR_1 _treatments**. Biplot representation of the principal component analysis. The figure shows the 199 genes at 1.5 h, 3 h, 6 h, 9 h, 12 h and 24 h that were distinctly differentially expressed (fold-change ≥ 4 and a corrected p-value < 0.1) in at least one experiment. All of the genes were plotted with respect to the first and second principal components and they are represented with a light gray text. The originally observed variables are plotted as red (smoke- related) and blue (KAR_1_-related) responsive arrows. The arrows represent the association of the measured variables (fold-change) with the samples in the visualization: the length and location are proportional to the variable loadings on the two first principal components. The analysis suggests that much of the variability and difference between the two gene sets can be attributed to the two different treatments (smoke and KAR_1_). Also see Additional File 10.

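CBL9, called under KAR1, differed between KAR1 and smoke-water by -0.53 on the log2 scale (standard error 0.16, adjusted p = 0.520 from limma, n = 6 differences), and TIP3.1 by 0.06 (adjusted p = 0.938 from limma). Across all probes, the correlation of the smoke-water ratio with the KAR1 ratio against control was 0.349 at 1.5 h, 0.112 at 3 h, 0.107 at 6 h, 0.0238 at 9 h, 0.0963 at 12 h and -0.0872 at 24 h. Over the 174 probes with a 4-fold change and an adjusted p below 0.1 in at least 1 of the 22 comparisons, the correlation was 0.238, 0.215, -0.0756, -0.0352, 0.194 and -0.108 at these times. The first principal component of the 2 ratios of these probes held 70.7%, 70.7%, 54.3%, 52%, 67.8% and 56.2% of the variance. With 2 variables the first component always holds the larger share, so low values such as 52% at 9 h show little structure. The ratios were not scaled, so the loadings also follow which ratio varied more. At 1.5 h its loadings were -0.96 for KAR1 and -0.28 for smoke-water, and at 3 h they were 0.25 and 0.97. At 6 and 9 h KAR1 and smoke-water had loadings of opposite sign, 0.86 and -0.51 at 6 h and 0.51 and -0.86 at 9 h, as at 24 h, and at 12 h they were 0.96 and 0.27. The ratio measured on the slides with both treatments and the ratio computed through the control had r = 0.0236, 0.143, 0.263, 0.427, 0.160 and 0.335 across probes at the 6 times; probes are not independent replicates. From the component plot, the paper proposes that much of the variability and difference between the gene sets comes from the 2 treatments.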

### Validation of microarray data by real-time quantitative RT-PCR

To validate the microarray results, the differential expression for selected genes was corroborated using qRT-PCR. Fourteen genes from various functional categories and displaying diverse expression profiles were chosen from among all differentially regulated genes. Despite the relatively high false discovery rate (FDR) in some cases (i.e. ~25% in 24 h smoke experiment and ~30% in 1.5 h and 3 h experiments, which were excluded from further analysis, or a moderate ~11% in the delayed experiments), the expression pattern observed in the microarray experiments was consistent with the genes analysed by real-time PCR (Figure 4A). 

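Under smoke-water the smallest Benjamini-Hochberg adjusted p of any probe was 19.4% at 1.5 h, 46.0% at 3 h and 12.2% at 24 h (limma over 3 technical slides), so that 0 probes passed 10%, with 8865, 4528 and 7552 probes at an unadjusted p below 0.05. At 12 h it was 0.124 and 0 probes passed, with 9423 at an unadjusted p below 0.05 (limma). After delayed smoke-water the smallest adjusted p was 8.48% at 3 h and 10.0% at 6 h against the control, and 12.5% at 3 h and 6.95% at 6 h against smoke-water. Among the probes that passed in the delayed comparisons were CYP81E1/D8 (MZ00004877), at 1.23 at 6 h against smoke-water, and superoxide dismutase 4AP (MZ00013851), an antioxidant enzyme, at 1.13. In these comparisons, 43 probes rose and 4 fell at 3 h against the control, and 476 rose and 107 fell at 6 h against smoke-water, at least 2-fold.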

The linear regression analysis showed a significant correlation between the two data sets, with R^2 ^= 0.74082. In addition, the expression response (fold change) of the selected key genes to smoke and KAR_1 _treatments showed little variation in the three independent experiments (Figure 4B).

**Figure 4:**
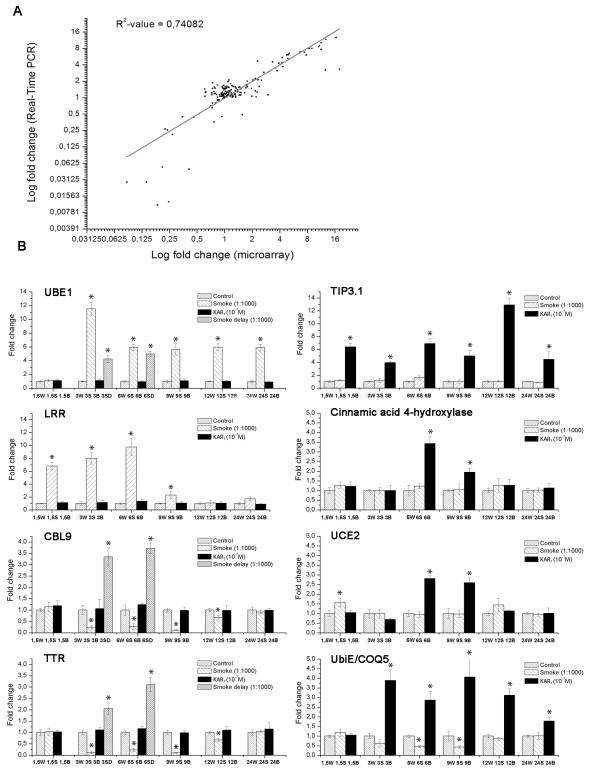
**Validation of microarray results via quantitative real-time PCR**. A, Quantitative real-time PCR analysis was performed for 14 genes under the same conditions and design used for microarray analysis. Real-time PCR data were obtained from three independent experiments with similar results, and four amplification reactions. Microarray data (least-square means) were plotted against data from qRT-PCR and fitted into a linear regression. Both x- and y-axes are shown in log2 scale. B, The biological variation of the expression (assessed by quantitative real-time PCR analysis) of 8 selected master genes are shown. Experimental design is as for Fig. 5A. Error bars represent standard deviation. Asterisks indicate significant difference (p < 0.05) from the control samples (statistical analysis was assessed by a t-test).

### Gene Ontology analysis

A stringent false discovery rate correction was applied to p-values when individual fold changes were studied but not when genes were studied in functional groups [14]. Genes up- or downregulated by ≥ 2-fold and with a corrected p-value < 0.2, due to smoke-water or KAR_1 _treatment, were associated with different Gene Ontology (GO) terms. Figure 5 shows the most highly represented GO terms and their raw p-values. For the entire Gene Ontology list and raw p-values, see Additional Files 7 and 8. The most pronounced GO terms following smoke-water or KAR_1 _treatment were quite similar, contrary to the fundamental differences in the up- and downregulated gene lists. The presence of stress-related genes were robust and extensive among the responses. A number of GO terms involved in cold, salt, heat, osmotic, fungus and other stress responses, light response ('response to low light intensity', 'response to light stimulus', 'response to blue light', 'shade avoidance') and ABA and brassinosteroid-responsiveness were enriched in both gene lists. 

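Over the time course of KAR1, the called members of the late embryogenesis list were above 0 and those of the light signalling list below 0 (limma, adjusted p below 0.1). KAR1 was in Cy5 on these slides, so a dye effect of a probe adds to each ratio. Over all probes, 4609 of 43393 were called, and no list was tested for enrichment. Of 14 LEA, dehydrin and ABA response genes 3 rose and none fell (4 and 0 when adjusted over the list alone), with EMB564 (MZ00044290), a protein of seed desiccation, at 0.64 (standard error 0.10) and an ABA-inducible gene (MZ00037908) at 0.94. Of 12 photoreceptor and light signalling genes none rose and 3 fell (0 and 4 adjusted over the list alone), with a match to the phytochrome A suppressor in rice (MZ00037077) at -0.94 (standard error 0.12, adjusted p = 0.0225 from limma) and the blue light receptor cryptochrome 1a (MZ00003951) at -0.53. Heat shock proteins and chaperones rose in 5 and fell in 6 of 44 cases (8 and 8), redox enzymes in 5 and 2 of 18 (6 and 3), class III peroxidases in 2 and 0 of 22 (3 and 0), and photosynthesis genes in 0 and 2 of 24 (0 and 2). No member of any of these lists passed over the time course of smoke-water; at 6 h of smoke-water EMB564 rose by 1.38 over the technical slides. EMB564 was also higher in Cy5 in KAR1 over smoke-water, at 0.66 (adjusted p = 0.0433 from limma). The 2 light genes named here were below 0 at 6 h of smoke-water over control as well. Over the technical slides, MZ00037077 was at -0.52 and cryptochrome 1a at -0.41, neither of them called. The KAR1 calls of the genes named here were lost without the 6 h or the 12 h pools.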

Genes related to the phenylpropanoid metabolism and flavonoid biosynthesis were also represented in high number. As expected, genes related to ubiquitin-dependent protein catabolic process were abundant. 

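Some ubiquitin and proteasome genes rose and others fell under KAR1, and none of them passed over the time course of smoke-water. Among all 43393 probes, 4609 were called under KAR1 and 6 under smoke-water. Of 37 genes of ubiquitin activation and conjugation 1 rose and 1 fell under KAR1 (6 and 5 when adjusted over the list alone): the ubiquitin-like modifier SMT3 (MZ00036487), at 0.34, and the conjugating enzyme E2-18 (MZ00014337), at -0.31. Of 39 ubiquitin ligases 1 rose and 2 fell (1 and 2 over the list alone). Of 27 subunits of the 26S proteasome, which degrades ubiquitinated proteins, 1 rose and 2 fell (4 and 2 over the list alone), with subunit S5a (MZ00035318) at -1.0 and subunit 4 (MZ00023021) at -0.48. Under smoke-water the counts over the list alone were 0 for ubiquitin conjugation and for the ligases, and 0 up and 1 down for the proteasome. At 6 h of smoke-water a maize polyubiquitin (MZ00042923) rose by 1.67 over the technical slides (standard error 0.14, adjusted p = 0.0776 from limma) and S5a fell by 1.10. S5a was also lower in Cy5 in KAR1 over smoke-water, at -1.10 (adjusted p = 0.0152 from limma), and at 6 h of delayed smoke-water over smoke-water, at -1.21 (adjusted p = 0.0695 from limma over the technical slides). The KAR1 calls of these genes were lost without the 6 h or the 12 h pools, and those of SMT3 and E2-18 also without 3, 9 or 24 h.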

Regarding hormone-related signatures, genes involved in the ABA stimulus were more prevalent, although auxin-mediated signalling pathway and brassinosteroid-related genes were also overrepresented. 

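Over the time course of KAR1, some members of the hormone lists passed (limma, adjusted p below 0.1), while no gene of the hormone lists passed over that of smoke-water. Of all 43393 probes, 4609 were called under KAR1 and 6 under smoke-water. Among the 6153 named probes, 322 rose and 318 fell under KAR1, and 1 rose under smoke-water. The lists were not tested for enrichment, so these counts show no hormone response beyond that of all probes. Of 28 ethylene genes 1 rose and 2 fell (1 and 2 when adjusted over the list alone): an EIN3-like transcription factor (MZ00035274) rose by 0.77 (standard error 0.09, adjusted p = 0.0225 from limma), a dioxygenase similar to the ethylene-forming enzyme (MZ00018144) fell by 0.67, and an ACC oxidase (MZ00042027) fell by 0.47. Of 38 auxin genes 3 rose and none fell (2 and 0 over the list alone). Of 10 brassinosteroid genes none rose and 1 fell (0 and 1), a protein that interacts with the kinase domain of the receptor BRI1 (MZ00043588, at -0.65). At 6 h of smoke-water over control, MZ00043588 was at -0.40 over the technical slides, also below 0 but not called. Of 9 gibberellin genes 1 rose and none fell (4 and 1 over the list alone). No probe in the annotation fell in the list of karrikin and strigolactone signalling, which had 0 members. The calls of the genes named here were lost without the 6 h or the 12 h pools.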

Gibberellin-related terms, however, were less frequent on the list. Growth and development related terms - 'seed germination', 'unidimensional cell growth', 'embryonic development ending in seed dormancy' were also abundant in both lists.

**Figure 5:**
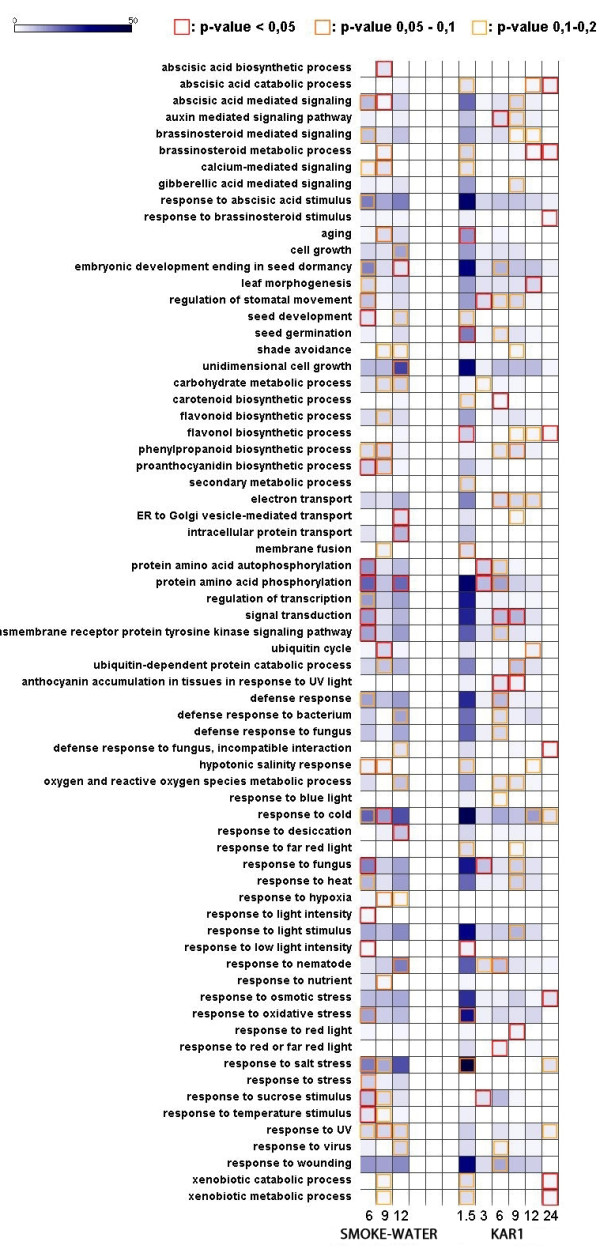
**The list of GO terms overrepresented in the group of genes up- and downregulated (fold change ≥2 and corrected p-value < 0.2)**. Data obtained from 1.5 h, 3 h and 24 h smoke-water treated samples are not included on the map. The frequency of each GO term was calculated [42] and multiplied by 100 to make the plotting easier on the heat map. Light colours indicate low representation; blue/deep blue colours show overrepresentation. Red squares: raw p-value < 0.05; orange squares: raw p-value of 0.05 - 0.1; yellow squares: raw p-value 0.1 - 0.2.

### Physiological response of germinating maize kernels to smoke-water and KAR_1_-treatment

Experiments were carried out to determine the effect of smoke-water and KAR_1 _on the germination characteristics and growth parameters (root and coleoptile length) of 5-day-old maize seedlings and the potential interplay between smoke-water, KAR_1 _and aquaporin inhibitors (Figure 6). The kernels responded more explicitly to the different treatments so here we discuss the effect of smoke, KAR_1 _and different inhibitors on growth parameters only.

**Figure 6:**
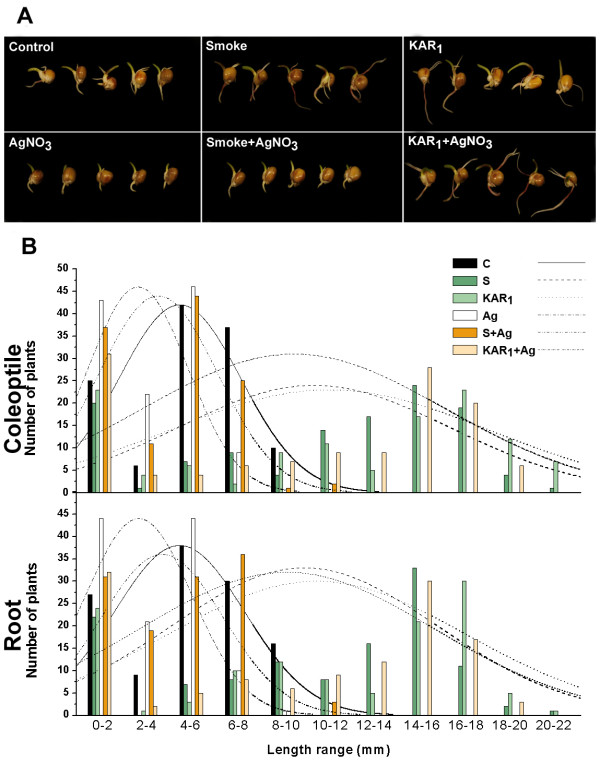
**Effect of smoke, KAR_1_, AgNO_3 _and their combinations on the seedling vigour of 5-d-old maize seedlings**. A, Typical phenotypes of the treated kernels. B, Frequency distribution of two growth variables (coleoptile and root length in mm) in control, smoke (1:1000 dilution), KAR_1 _(0.1 μM), AgNO_3 _(10 μM), smoke+AgNO_3_, KAR_1_+AgNO_3_. The data were grouped into bins as presented on the graph. For statistical analysis (see Additional File 9), the Mann-Whitney U-test was applied (R 2.9.0.) and p < 0.05 was regarded as significant (*n *= 120).

Smoke-water, applied as a 1:1000 (v/v) aqueous dilution of crude smoke extract, yielded significantly longer coleoptiles and roots compared to the control (Mann-Whitney + Shapiro tests, p < 10^-10^). Treatment of maize kernels with the 0.1 μM solution of KAR_1 _resulted in a very similar frequency distribution of coleoptile/root sizes as observed in smoke-treated kernels.

To support the findings of microarray data, and of TIP3.1 aquaporin playing a crucial role in KAR_1 _action, we conducted germination tests on KAR_1_-treated maize kernels (Figure 6). It was previously reported that KAR_1 _can alleviate the negative effect of aquaporin inhibitors like mercury chloride (HgCl_2_) and zinc chloride (ZnCl_2_) in tomato seedlings, indicating the possible involvement of aquaporins in KAR_1 _action [12]. We applied two known aquaporin inhibitors [15], HgCl_2 _and silver nitrate (AgNO_3_), on maize seedlings to determine the involvement of aquaporins in KAR_1 _action. Both treatments resulted in a reduction of the growth parameters of the seedlings, and the AgNO_3 _proved to be a stronger inhibitor (Mann-Whitney test, p < 10^-10^; Additional File 9). Treatment of the seedlings with a combination of KAR_1_, AgNO_3 _and HgCl_2 _showed an alleviation of the adverse effect of the AgNO_3 _and HgCl_2_, whereas simultaneous treatment with both smoke-water and AgNO_3 _or HgCl_2 _show no such reduction in the effect of AgNO_3 _and HgCl_2 _inhibition (Additional File 9). This effect of the KAR_1 _in combination with AgNO_3 _was demonstrated by the frequency distribution of the seedling shoot/root size which was not significantly different from the KAR_1_-treated plants (Figure 6; also see Additional File 9). Based on the assumption that AgNO_3 _treatment might interfere with ethylene perception, we also examined whether the KAR_1_-related transcriptome overlaps with ethylene-related gene expression patterns (genes regulated by endogenous basal level of ethylene and ethylene treatment in wild-type, ethylene insensitive mutant *etr1-1 *and the ethylene-constitutive mutant *ctr1-*1Arabidopsis plants [16]) and GO terms related to ethylene signalling or ethylene stimulus appeared in the list. Genes encoding almost every protein in the ethylene signal transduction pathway in Arabidopsis have also been found in maize previously, and ethylene signaling components also have similar biochemical functions [17]. The microarray data obtained from KAR_1_-treated plants showed no similarity with ethylene-related transcriptomes and no significant amount of GO terms related to these biological processes occurred in any of the gene lists (see Additional Files 7 or 8), suggesting that KAR_1_-treated seedlings may overcome the adverse effect of the silver ions not because of the involvement of ethylene-related events.

Microarray data indicated the possible involvement of ubiquitin-mediated protein degradation in smoke action. To further elucidate the findings revealed by the transcriptome data, the level of ubiquitinated proteins were examined using an anti-ubiquitin antibody. To demonstrate that smoke-water exposure has an effect on the ubiquitination process, we blotted the protein samples extracted from maize embryos after 3, 4.5, 6, and 7.5 h of smoke-water (1:1000 dilution) or KAR_1 _(0.1 μM) treatment onto PVDF membrane and treated it with antibodies raised against polyubiquitin (Figure 7). Comparing these samples with controls, and samples treated similarly with KAR_1_, it was apparent that smoke-treatment, and not KAR_1_, enhanced the ubiquitination of the proteins dramatically after 6 h. At 3 and 4.5 h, the level of ubiquitination was similarly low in both treatments, and at 7.5 h all the samples showed an increase in signal intensity, although in the smoke-treated samples the ubiquitinated proteins were more prevalent, suggesting that the smoke treatment resulted in accelerated ubiquitination. The proteins extracted from control and treated samples of the time course shared similar patterns, at least within the limits of SDS-PAGE and Coomassie staining techniques.

**Figure 7:**
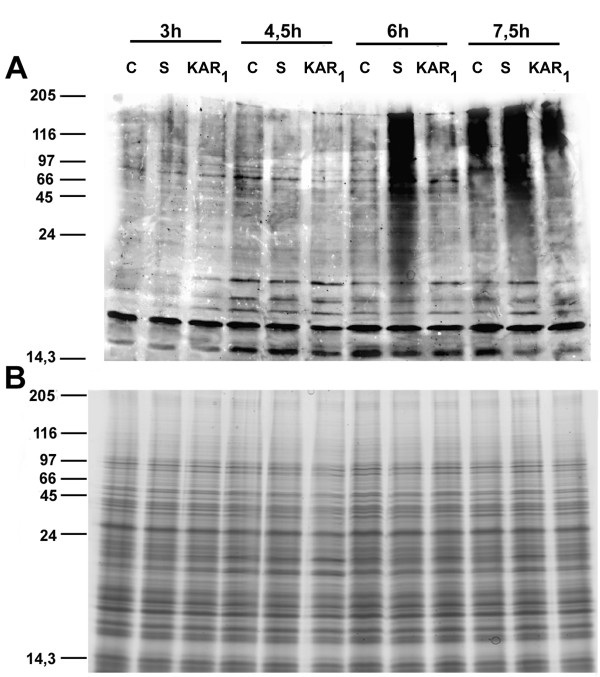
**SDS-PAGE and immunoblotting analysis**. Maize kernels were germinated in water (c, control) or were treated with smoke (s, 1:1000 dilution) or KAR_1 _(KAR_1_, 0.1 μM) for 3, 4.5, 6 and 7.5 h and proteins were extracted from the embryos (*n *= 15). The experiments were repeated three times with similar results. Molecular masses (kDa) of standard proteins are indicated on the left. A, Immunoblotting analysis with anti-ubiquitin antibody. B, Protein pattern obtained by SDS-PAGE and Coomassie Blue staining.

## Discussion

Over the past few years, the physiological effects of smoke and KAR_1 _treatments on seed germination have been investigated extensively, but only a few studies have discussed the deeper implications of smoke and KAR_1 _action [1,9,10]. This is the first report in which the effects of smoke and KAR_1_, during the first 24 h of imbibition, are assessed with respect to the molecular background of the phenomena. In agreement with previous investigations [11,1], our results show that smoke and KAR_1 _can accelerate germination, although their effect on seedling vigour is more pronounced.

The total transcriptome analysis revealed substantial differences in smoke- and KAR_1_-induced gene expression. The smoke-responsive gene list showed similarities with the transcriptome data obtained from young smoke-treated maize seedlings 24 and 48 h after imbibition [1]. The study revealed that 24 h after smoke-water treatment, the transcript abundance of sulfiredoxin-like protein (MZ00020514), the LRR receptor-like kinase (MZ00000704) and the *UBE1 *(MZ00041434) were the highest (with log fold change 4.79, 4.65 and 4.32, corrected p-value < 0.05, respectively), while the tetratricopeptide repeat containing protein (MZ00030105) was downregulated (log fold change -2.14, corrected p-value < 0.05) in the young seedlings, confirming that these genes could be the master genes in smoke action.

Smoke activated the ubiquitination-related UBE1 gene which catalyzes the first step in the ubiquitination reaction that targets proteins for degradation via the proteasome. Ubiquitin-mediated proteolysis plays a pivotal role in hormone synthesis, hormonal signalling cascades, plant developmental processes and stress responses (for review see [18]). There are many reports suggesting that ubiquitin-mediated proteolysis may also act upstream of the hormonal signalling cascades by regulating hormone biosynthesis, transport and perception and it is well established that hormonal cross-talk can occur at the level of proteolysis.

Smoke-water treatment yielded the formation of high molecular mass ubiquitin conjugates before the ubiquitination signal or degron appeared in the control and KAR_1_-treated kernels. The observed levels of ubiquitin conjugates, detected by immunoblotting using anti-ubiquitin antibodies, suggest an intense involvement of the ubiquitin-mediated proteolytic pathway during smoke-induced germination. It was previously shown that protein ubiquitination, and the subsequent protein degradation, is a key feature during seed germination [19]. In line with the expression data, the abundance of the *UBE1 *transcript reflects the functional activity of the enzyme. Presumably, application of smoke-water accelerates protein turnover and affects the assignment of proteins to be degraded by proteasomes and this eventually leads to the enhanced germination and seedling growth. Although the E2 and the more diverse E3 ligases are well characterized, the exact regulation of the E1 enzyme is poorly understood. Two ubiquitin activating enzyme clones from tobacco were induced after biotic stresses and stress hormones supporting the idea that the ubiquitin-proteasome system is activated as a stress response [20].

Smoke-water treatment resulted in the upregulation of other stress and developmental responsive genes. Plant peroxiredoxins (2-Cys-Prxs) are subject to substrate-mediated inactivation reversed by the smoke-induced sulfiredoxin, which suggests that the 2-Cys-Prx redox status and sulfiredoxin are part of a signalling mechanism participating in plant responses to oxidative stress [21]. Leucine rich repeats containing receptor-like kinases (LRR) comprise a large gene family which play important roles in plant growth and development as well as hormone and stress responses. The CBL9 calcium sensor, of which the expression was downregulated by smoke treatment, desensitizes ABA effects in seed germination since CBL9 functions as a negative regulator of ABA response in both seed germination and gene expression regulation in vegetative tissues [22]. Interestingly, *CBL9 *was upregulated when smoke was applied for 3 and 6 h after a 3 h delay. This unique expression pattern might be attributed to the partially-imbibed state of the seeds before smoke-water application which could result in a reduced uptake of the smoke compounds, or suggests that their expression is imbibition dependent.

KAR_1 _application resulted in the distinctive expression of TIP3.1 aquaporin. Plant aquaporins facilitate the transcellular movement of water and, in some cases, also the flux of small neutral solutes across a cellular membrane. It was shown that TIP expression is highly tissue specific and can be altered by hormones, especially ABA [23]. However, the function of each individual TIP isoform and the integrated function of TIPs under various physiological conditions remain elusive. One member of the TIP subfamily, the TIP1.1 showed increased expression in cold-stressed cotton cotyledons, suggesting a role in plant defence against environmental stresses by providing a suitable water balance under stress conditions [24]. The inhibition of water transport by gold and silver compounds [15,25] and mercury chloride have been reported in isolated vesicles from higher plants as well as in the intact root system [25]. However, ethylene perception can also be blocked by silver ions [26] and the interaction between the ethylene signal transduction and KAR_1 _cannot be ruled out. The similar trend, however, that was observed with mercury-KAR_1 _interaction shows that the TIP3.1 aquaporin plays an important role in KAR_1 _action, as previously suggested [12]. Furthermore, the KAR_1_-related transcriptome showed no similarity to ethylene-related transcriptomes [27] and no significant amount of GO terms related to ethylene occurred in any of the gene lists.

Contrary to the obvious differences in the primary action and in the lists of smoke- and KAR_1_-responsive genes, the treated kernels showed very similar germination responses after 5 d, with seemingly similar growth parameters. Furthermore, the genes can be classified into quite similar functional categories. It should be noted that due to the complexity of biological data-mining situations, in its current state, the analysis of large gene lists with the current gene set enrichment tools is still more of an exploratory data-mining procedure rather than a pure and exact statistical solution. The best analytical conclusions are made with the aid of the investigator's bio-knowledge, integrated annotation databases, computing algorithms and the enrichment p-values derived from statistical methods [28]. In our study, the occurrence of stress-related genes were robust and are extensive among the responses, especially cold, heat and biotic stresses, although the p-values calculated showed less significant results. Salt, osmotic and other stress-related terms were also abundant, as observed in the early post-germinative phase of smoke-treated maize seedlings [1] or in smoke-treated achenes of Grand Rapids lettuce [9]. Genes involved in the light response were also predominant in both lists suggesting a presumptive involvement of light signalling in smoke action. This assumption is in accordance with the finding that smoke and KAR_1 _can replace the light requirement of the germination of *Lactuca sativa *cv. Grand Rapids achenes [6]. KAR_1_-stimulation of Arabidopsis germination is light-dependent and reversible by far-red light exposure, suggesting a possible involvement of light signalling in KAR_1 _action [10]. However, it can be considered that the over-representation of stress- and light-response-related terms in the GO lists may indicate that the active constituents are perceived and the signal is mediated in a similar way as environmental stress signals and therefore general stress-related pathway integrators could play a crucial role in smoke and KAR_1 _action. The CBL9 is a good example of this type of signal integrator, since it mediates the cross-talk between hormones and its expression is affected by stress [22]. Given the diversity of LRR kinases and more than 700 F-box proteins present in the Arabidopsis genome, it is especially intriguing to consider the extensive possibilities for small-ligand-based signal perception mediated by these potential receptors and signal transduction pathways [29]. These pathways are also the source of the immense complexity of plant biochemicals, meaning that a host of additional 'growth regulators' might lie undiscovered [30]. The remarkable occurrence of phenylpropanoid pathway related genes for both treatments may suggest the importance of flavonoids in the smoke and KAR_1 _action. Apart from their function in the *Rhizobium*-legume and in different plant-soil pathogen interactions, flavonoids have been implicated in the modulation of developmental processes as diverse as auxin transport, pollen germination, root hair growth, allelopathic responses and in systemic acquired resistance [31]. The induction of several key enzymes of the phenylpropanoid pathway raises the question whether KAR_1 _and other active compounds are metabolized in plants forming a so far unknown class of growth regulators [4].

The obvious differences between the smoke- and KAR_1_-responsive gene lists clearly indicates the interaction of other germination-active cues in the smoke which together form the physiological response towards smoke treatment. In addition to the KAR_1 _used in this study, at least five other active butenolides are known to be present in smoke [5,10] and other active compounds are suspected to exist [4,7]. It was previously reported that smoke-water has a 'dual regulatory' effect on germination, since high concentrations of smoke-water were shown to inhibit germination, whereas lower concentrations had a promotory effect [7]. The assumption that inhibitory cues may also be present in the smoke was recently supported by the isolation of a related butenolide, 3,4,5-trimethylfuran-2(5*H*)-one, that results in an inhibitory effect on the germination of lettuce achenes [8]. Considering the assumption that the smoke effect (and the effect of the active promoter compound) is modulated by the presence of the inhibitory and other promoter compound(s) (e.g. KAR_2_-KAR_6_), we applied typical smoke-water and KAR_1 _concentrations which are regarded as equivalent in terms of their observed physiological activity. KAR_1 _is equally and uniformly active over a wide concentration range between 10^-4^-10^-9 ^M [4]. Smoke-water (a standard batch used in our laboratories) was used in diluted form between 1:10 - 1:2000, with the higher concentrations having an inhibitory effect [7], and the most widely used effective dilutions being between 1:500 - 1: 2000 in our previous studies. We showed that the undiluted form contains the inhibitory compound in high concentration and by dilution of the smoke-water the inhibitory effect can be diminished. The effect of smoke-water, however, depends on the production of the smoke-water and also depends on the species used for the germination assay. In the present study, our results showed that the concentrations used previously in germination studies are not equivalent in terms of the expression pattern induced. Our results, together with earlier findings, clearly indicate that the array of compounds present in the smoke results in distinctly different effects on the gene expression in germinating maize kernels in comparison to that observed with the treatment of KAR_1 _alone. This is to be expected considering the number of active compounds found in smoke and smoke-water. The presence of more potentially active compounds in smoke, the concentration-dependent activity of the inhibitory compound, and their possible interactions implies that no two batches of smoke can be regarded as exactly the same, or the presence of the active compounds should be monitored in parallel. However, it should be noted that the list of potential smoke-responsive genes shows a considerable overlap with the expression pattern of embryos in the early post-germinative stage treated with a completely different batch (batch No. "1") of smoke-water [1]. We cannot necessarily draw the conclusion that different smoke batches have the same effect on the expression pattern, as this would require a more detailed investigation.

The positive and negative germination cues represent a diverse suite of chemical signals provided by the environment to signal germination. These compounds may fine-tune the germination response, and it may be possible that together they would compose a distinct signal required by fire-prone species to accurately locate their germination niche. It is of great interest that the tri-substituted but-2-enolide ring is a common structural feature of these butenolide compounds. The molecular basis of the effect of smoke may be related to the diverse binding affinity of the active compounds to the proposed receptor and the consequent effects exerted on the changes of gene expression patterns. Conducting in-depth molecular biology studies on the interaction of these compounds will definitely add a further dimension to the emerging picture on the effect of smoke on seed germination in fire-prone environments.

## Conclusions

In conclusion, accelerated protein degradation or induction of the TIP3.1 aquaporin are key features of smoke and KAR_1 _action. Considering all the knowledge accumulated to date in terms of smoke action we can assume that these physiological events represent only the 'tip of the iceberg' and these can be regarded as the executers of smoke and KAR_1 _action. As far as the nature of smoke and KAR_1 _perception is concerned, it is highly possible that the smoke 'signal' is perceived by a receptor that is shared with the signal transduction system implied in perceiving environmental cues (especially stresses and light), or some kind of specialized receptor exists in fire-prone plant species which diverged from a more general one present in a common ancestor, and also found in the non fire-prone plants allowing for a somewhat weaker but still significant response. These major integrators of environmental signals, stress and hormone responses, could be potential targets for future research.

## Methods

### Plant Material, growth conditions and germination tests

For the germination tests, microarray studies and western blotting experiments, kernels (seeds) of *Zea mays *L. Mv255 strain were used. The kernels were stored in refrigerators at 4°C in paper bags until use. Decontamination was done in 3% sodium hypochlorite containing Tween 20 and 70% EtOH (10 min each). In the germination time course tests, each treatment consisted of four independent experiments with three biological replicates (30 kernels in each). The kernels were placed in 90 mm Petri dishes on tissue paper moistened with water (control), 1:1000 or 1:2000 (v/v) dilution of smoke-water, 0.1 or 0.01 μM KAR_1_, and allowed to germinate in a controlled environmental chamber (25°C, 80% RH, and 100 μmol m^-2 ^s^-1 ^light intensity). Germinated kernels (kernels with visible roots and coleoptile) were scored every day at the same time for 10 d. In the vigour tests, each treatment consisted of two independent experiments with two biological replicates (30 kernels in each). Batches of kernels were submerged for 1 h into 20 mL water (control), 1:1000 (v/v) dilution of smoke-water, 0.1 μM KAR1, 30 μM AgNO_3 _and their combinations (smoke-water+AgNO_3_, KAR_1_+AgNO_3_) at the same concentrations. Thereafter, the kernels were placed and incubated for 5 d under the same temperature and light regime as described earlier. For statistical analysis, the Mann-Whitney U-test was applied with the R 2.9.0 software [33] and p < 0.05 values were regarded as significant.

### Preparation and GC-MS analysis of smoke-water

The smoke-water (batch No. "2") was prepared from burnt *Themeda triandra *Forssk. (Poaceae), according to the method outlined in Baxter et al. [32]. The butenolide, 3-methyl-2*H*-furo[2,3-*c*]pyran-2-one (KAR_1_), was synthesised from pyromeconic acid according to Flematti et al. [33]. The inhibitory compound was synthesized according to Light et al. [8]. The GC-MS analysis of KAR_1 _and the inhibitory compound content of smoke-water was carried out with slight modifications using a Shimadzu Model GCMS-QP2010 system (Shimadzu) fitted with an SP-2380 capillary column (30 m · 0.25 mm I.D., df = 0.20 lm; Supelco/Sigma-Aldrich) according to Flematti et al. [5] and Light et al. [8], respectively. Peaks were identified according to the retention times and mass spectra of standards.

### RNA isolation

For RNA isolation from control, smoke- (1:1000) or KAR_1_-treated (0.1 μM) kernels, identical conditions were applied as for the vigour tests and embryos were harvested 1.5, 3, 6, 9, 12, 24 and 27 h after placing them in the Petri dishes. At 24 h, only the kernels with no testa rupture were selected for further experiments. In an additional experiment, control and smoke-treated samples were compared to samples which were imbibed in water for 3 h and then exposed to smoke-water for an additional 3 or 6 h. Individual kernels (15) from each of six independent biological replicates were chosen and then the embryo axes (without scutellum) were excised with a scalpel and frozen immediately in liquid nitrogen in batches. Total RNA was isolated using TRIzol reagent (Invitrogen) and cleaned up with RNeasy Plant Mini Kit (Qiagen). The RNA Integrity Number (RIN) of the samples was determined using the Agilent BioAnalyzer. Only samples with a RIN ≥ 8 were considered for further analysis.

### Microarray platform, labelling, hybridization and image acquisition

The microarray study was performed according to Soós et al. [1] with a few modifications. The experimental design was generally based on the instructions of Kendziorski et al. [35] and Dobbin et al. [36]. The RNA samples of six parallel and independent experiments (each containing 15 kernels) were used and an equal amount of the aaRNA samples (see later) were pooled (RNA of 90 individual embryos in total) from the six experiments. Three technical replicates were applied at each time point for the microarray analysis. Microarray slides with ~46K features were manufactured by the University of Arizona Maize Array Project (http://www.maizearray.org). The detailed array annotation, composition and the experimental procedures followed in this work can be found at the Internet site. In brief, 400 ng total RNA was amplified and aminoallyl-UTP was incorporated using TargetAmp Kit (Epicentre) and the resulting aaRNA was labelled with Cy3 and Cy5 (Amersham). The dye-labelled probes were then cleaned up (Qiagen), mixed with the corresponding samples, concentrated, resuspended in the hybridization solution and incubated at 42°C overnight in a hybridization oven. Finally, the slides were washed with different concentrations of SSC at room temperature.

The detailed description of the various hybridizations is the following: All the samples from control experiments were compared to samples from smoke-treated experiments with 3 technical replicates, totalling 21 microarray slides. The samples from control experiments were also compared to samples from KAR_1_-treated experiment with 3 technical replicates, totalling 18 microarray slides. The samples from KAR_1_-treated experiments were compared to samples from smoke-treated experiments with 3 technical replicates (except in the case of the 3 h samples, where only 2 technical replicates were used), totalling an additional 17 slides. Finally, 3 and 6 h control samples were compared to the 3 and 6 h delayed samples, and also 3 and 6 h smoke-treated samples were compared to the 3 and 6 h delayed samples with 3 technical replicates, totalling 12 slides.

Scanning was performed using an Amersham Typhoon Trio+ with default settings. The detection of signal intensities and the grid adjustment were accomplished with ArrayVision v8.0 (Amersham). The intensity value of each spot and background region, multiplied by its area was used as signal intensity for further analysis.

### Microarray data normalization and analysis

Raw intensity data were imported into the R2.9.0 [34], after pre-processing it with custom made Perl scripts. Further analysis was carried out using the LIMMA [37] package of BIOCONDUCTOR [38]. Background correction was done using the normexp method [39]. Normalization of data within arrays was done using the loess method [40]. To normalize the data between arrays the quantile method was used [41]. The microarray data for each gene were fitted to a simple control versus treatment linear model at each time point/comparison, and statistics were generated using the lmFit and eBayes functions [42] of the LIMMA package. The p-values were adjusted for multiple testing using the method of Benjamini and Hochberg [43]. Genes with fold-change ≥ 2 and a corrected p-value < 0.1 were considered as differentially expressed. The microarray data presented here have been deposited in the GEO database (http://www.ncbi.nlm.nih.gov/geo; accession number GSE17484). The dataset contains the expression data obtained from kernels exposed to smoke for 27 h which is not discussed here.

### Gene Ontology analysis

For Gene Ontology analysis, less stringent conditions (corrected p-value < 0.2) were applied as for the expression analysis [14]. Based on the available chip annotation supplied by the University of Arizona Maize Array Project (http://www.maizearray.org), the genes were assigned into the available Gene Ontology categories [44], and the significant over-representation of particular categories in the combined up- and downregulated gene sets were determined. For the analysis we used the GeneMerge software [45], which uses the hypergeometric distribution for obtaining the rank scores for the overrepresentation of the studied gene sets (the upregulated genes) compared to the population gene sets (the full set of maize genes). We also modified the GeneMerge script, to reduce the large number of IO operations and the running time of a given analysis.

### Real-time PCR

The DNase I (Qiagen) treated mRNA samples (200 ng) extracted from three independent biological replicates (15 kernels each) were reverse transcribed with SuperScript III reverse transcriptase (Invitrogen). Real-time PCR was performed with Applied Biosystems 7500 using SYBR Green detection chemistry (Applied Biosystems) and gene-specific primers. Real-time PCR data were obtained from three independent experiments (not the same used for microarray analysis), and the reactions were performed in quadruplicate. Prior to the real-time PCR experiment, the applicability of the maize actin (AY103587) endogenous control was checked and we found that its expression in the embryo was unstable during the first 6 h of the imbibition. Based on our microarray data and the recommended reference gene list of Czechowski et al. [46], we used a putative RNA-binding protein gene (Accession no.: BT040552) as an internal control. The relative ratio of threshold cycle (Ct) values between the endogenous control and the specific gene were calculated for each sample. The validation procedure was performed with the same experimental design (all time points and treatments) as for microarray analysis using the following genes (Operon oligo identifiers are in brackets): UBE1 (MZ00041434), cytochrome P450 (MZ00022704), CBL9 (MZ00043714), unknown (MZ00039967), LRR receptor-like kinase (MZ00000704), RING3 protein (MZ00007049), ZmTIP3-1 (MZ00024641), TTR-containing gene (TTR; MZ00019598), sulfiredoxin (MZ00020514), CYP81E1/D8 (MZ00004877), cinnamic acid 4-hydroxylase (MZ00036045), YHVR-like protein (MZ00041687), S-adenosylmethionine-dependent methyltransferase/methyltransferase (UbiE/COQ5; MZ00029766) and ubiquitin-conjugating enzyme (UCE2; MZ00041882).

### Protein extraction and immunoblotting analysis

Kernels of maize strain Mv255 were raised under the same conditions as described above for RNA extraction. For protein isolation, embryo axes (without scutellum) from control, smoke-water (1:1000) and KAR_1_-treated (0.1 μM) samples were harvested after 3, 4.5, 6 and 7.5 h of treatment from three biological replicates. Fifteen embryos from each replicate were collected and ground to a fine powder in a mortar with liquid nitrogen. Each sample was resuspended in 500 μL extraction buffer (containing 2% (v/v) SDS, 5% (v/v) glycerol, and 2.5% (v/v) mercaptoethanol in 50 mM Tris-HCl, pH 6.8) with protease inhibitor cocktail (Sigma). The suspensions were thoroughly vortexed, then boiled for 10 min and centrifuged at 14000 g for 15 min. Total protein quantification was carried out following the Bradford's procedure.

From each experimental condition, 5 μg of protein was separated using SDS-PAGE on 12% acrylamide gels. Protein molecular weight standards in the range of 6.5-205 kDa (Amersham) were used as standards. The gels were then stained with Coomassie Brilliant Blue G-250 (BioRad) or the proteins were blotted onto low-fluorescent Hybond-LFP PVDF membranes (Amersham). The blotted membranes were blocked with 5% BSA/TBS-T for 1 h at room temperature, and probed overnight with Ub(6C1) mouse anti-ubiquitin antibody (Santa Cruz) in 1:2000 dilution. The immune complexes were detected using Cy3-labeled goat-anti-mouse IgG antibody in 1:4000 dilution (ECL Plex System, Amersham) and images were captured with Amersham Typhoon Trio+ scanner.

## Authors' contributions

VS designed the experiments, conducted the germination tests, the microarray experiments, the immunoblot analysis and wrote the paper, ES designed the experiments, analysed the germination tests and microarray data and wrote the paper, AJ designed the experiments, analysed the germination tests and microarray data and wrote the paper, MEL isolated the compounds and wrote the paper, GS and JT carried out the GC-MS measurements, LK synthesised the compounds, JVS assisted in experimental design and wrote the paper, EB designed the experiments, analysed the data and wrote the paper. All authors read and approved the manuscript.

## Supplementary Material

Additional file 1 **The fold change and corrected p-values of the 21 selected smoke and KAR_1 _responsive genes at all experiments and time points**. Click here for file

Additional file 2 **Hierarchical clustering of data from the microarray analysis of gene expression in smoke- and KAR_1_-treated germinating maize kernels**. The data represents control vs. smoke, control vs. KAR_1_, control vs. smoke-treated for 3 h after a 3 h delay, control vs. smoke-treated for 6 h delay after a 3 h delay, and KAR_1 _vs. smoke comparisons. Samples with similar patterns of expression of the genes studied cluster together, as indicated by the dendrogram. The hierarchical clustering of 212 genes that were distinctly differentially expressed (fold-change ≥ 4 and a corrected p-value < 0.1 in at least one experiment) is illustrated. Yellow indicates up-, blue indicates downregulation. Click here for file

Additional file 3 **The full list of the genes that were differentially expressed at any time point after smoke exposure**. Annotations and p-values are indicated. Genes with corrected p-value < 0.1 (regarded as significantly differentially expressed) are at the top of the list, separated with a red line. Click here for file

Additional file 4 **The full list of the genes that were differentially expressed at any time point when smoke-water was applied for 3 and 6 h after a 3 h delay. Annotations and p-values are indicated**. Genes with corrected p-value < 0.1 (regarded as significantly differentially expressed) are at the top of the list, separated with a red line. Click here for file

Additional file 5 **The full list of the genes that were differentially expressed at any time point after KAR_1 _exposure**. Annotations and p-values are indicated. Genes with corrected p-value < 0.1 (regarded as significantly differentially expressed) are at the top of the list, separated with a red line. Click here for file

Additional file 6 **The full list of the genes that were differentially expressed at any time point in the KAR_1 _vs. smoke comparison**. Annotations and p-values are indicated. Genes with corrected p-value < 0.1 (regarded as significantly differentially expressed) are at the top of the list, separated with a red line. Click here for file

Additional file 7 **List of GO terms related to smoke action**. Click here for file

Additional file 8 **List of GO terms related to KAR_1 _action**. Click here for file

Additional file 9 **Statistical analysis of the germination experiments**. For statistical analysis, the Mann-Whitney U-test was applied with the R 2.9.0 software and p < 0.05 values were regarded as significant (*n *= 120). Only kernels with both roots and coleoptile were regarded as germinated. Click here for file

Additional file 10 **Details of the principal component analysis of the KAR_1 _and smoke treatments on 199 differentially expressed genes at each time point**. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

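Embryos of maize kernels imbibed in water, smoke-water or KAR1 at 6 times from 1.5 to 24 h, embryos that received smoke-water after a delay of 3 h, and a smoke-water comparison at 27 h were measured on 68 2-colour slides in 23 comparisons, of which the study discusses 22. The deposited scanner files hold intensity values, the signal and the local background of each spot in both channels, as the authors quantified them in ArrayVision, with neither background subtraction nor normalization. The deposited value table holds log2 ratios that the authors made from these intensities with limma in R 2.9.0, by the submitters' processing notes, which give no limma version. Set against the scanner values slide by slide, its columns are data over control except for the 17 smoke-water against KAR1 slides, where the sign is the opposite; their medians lie between -0.151 and 0.0794, and the details of the authors' centring stay unknown. This table was used as an alternative to the scanner files, and 0 of its columns belong to no sample.

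The files were read with R 4.3.3, limma 3.58.1 and statmod 1.5.0. Background was corrected by normexp with an offset of 50 over all spots, ratios were normalized by loess within slides with control spots at weight 0, and by quantiles between the 68 slides. Spots of a probe were averaged, which gave 43393 probes. A spot was above background when its signal exceeded the 95th percentile of the blank spots of its slide and channel. Where a probe was below background on every slide of a channel, the ratio was given as a bound against the lowest signal among probes above background if that bound exceeded 1-fold, and otherwise no fold was given; the means set beside those of the paper and the values that turned sign are printed as fitted. Such bounds stay open to dye bias, since no dyes were swapped. The number of slides limits the precision, and signals a little over background limit what low probes can show.

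The technical slides of a comparison and time were averaged before the tests, and the pair of RNA pools was the replicate, with 6 pairs for each of smoke-water, KAR1 and KAR1 against smoke-water. The 6 times are the replicates of a time-course test, so the test asks for a mean shift over all times, and its spread holds changes with time. The delayed comparisons have 2 pairs each and were fitted together with all others. Calls at single times were made over the 2 or 3 technical slides at the thresholds of the study, a fold of 2 and an adjusted p below 0.1; such a p measures the spread of hybridisation alone. All adjusted p-values are from limma with Benjamini-Hochberg adjustment. The tests, the alternatives and the gene lists were chosen before the data were examined, apart from those said to have been chosen later. The fits and the call rule were tested on simulated log2 ratios, in which 200 probes were changed. Background correction, normalization, the averaging of slides and the matching of IDs were not simulated. A log2 change of 1 was recovered for 80% of probes in the smoke-water time course, 79% in that of KAR1, 92% for KAR1 against smoke-water, 58% in the difference of KAR1 and smoke-water and 65% for delayed smoke-water. A change of 1.5 was recovered for 53% over the technical slides of 6 h and 79% over those of 27 h.

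Probe names come from the annotation in Additional Files 3 to 6, since the files pair IDs with no names. 29 lists of genes were searched in that text, and because it covers a small part of the probes no list was tested for a shift; members called are counted; of 1001 matches, 83 in 17 lists, whose annotation names something else than the list, were left out by name after the data were seen. The genes named in the text are the 34 that the study names, whose values in its tables had been seen, the 10 probes with the largest rise and the 10 with the largest fall in each time-course test among those called with the same sign at all 6 times, the 4 members of each list with the smallest p in a comparison, and the same numbers at 27 h, with at most 2 probes without a name in each direction. Replicate numbers of the technical slides were compared between the KAR1 and smoke-water slides, and the result is given with the alternatives. Alternatives changed the offset, the background correction, the normalization within and between slides, the filter on dim probes, the values used, the time points, the technical slides and the estimate of spread. A block for slide or scan date was not run, since the files used here give neither. Germination tests, real-time PCR and blots of the study were not analysed here.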

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

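In this part, the comparison of 27 h with the change of the water control from 12 to 24 h was set before its result was seen, and the tests on other intervals of the control and on a dye effect were chosen after. In 50 sets of 6 pairs of pools, 3 had a value far from the others (by the gap to the nearest over the whole range, at a 95% critical value); chance marks about 1 set in 20. Under KAR1, MZ00001694 was at -3.32 at 9 h and between -1.06 and -0.38 at the other times. In KAR1 over smoke-water, MZ00014504 was at -3.68 at 9 h and between -1.39 and -0.28 otherwise, and MZ00018663 was at -0.65 at 9 h and between -1.44 and -1.20 otherwise.

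The study does not discuss the slides of 27 h of smoke-water, where 832 probes rose and 842 fell at least 2-fold over 3 technical slides of 1 pair of pools (limma), with 1706 to 1895 called without any 1 slide and 413 without background correction. A candidate explanation is that the smoke-treated embryos were at a later stage than the control: across probes, the 27 h ratio had r = 0.142 with the change of the water control from 12 to 24 h (0.295 over the called probes, 64.4% with the same sign), and r = 0.0243, -0.0762, -0.0823 and 0.0158 with its other intervals. A fixed dye effect of single probes as the whole cause is argued against at 24 h of the same comparison, where 36.4% of the 1674 probes had the sign of 27 h and their median in the direction of 27 h was -0.15 (quartiles -0.48 and 0.14), beside 1.28 at 27 h (quartiles 1.11 and 1.61); across all probes r was -0.0685. At 6 and 9 h, 75.1% and 68.4% of them had that sign (r = 0.259 and 0.197 across all probes), and the r of 0.176 with the mean ratio of 3 to 24 h lies between the bounds set for the test. A dye effect in part of these probes and a response to smoke-water therefore cannot be told apart with 1 pair of pools and no dye swap, and the stage of the embryos was not measured.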

How the results depend on the processing

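The tests without positions that do not carry over between slide series, without a pair of delayed pools, with IDs joined by row rank and with a dye term removed were chosen after the data were seen; the others were set before. Of the values that answer a comparison, 134 stayed near the main value and 73 did not. A count was near when it equalled the main count or lay within a factor of 1.5 of it. A correlation was near when it moved by less than the SD of the correlations at single times. Unless stated, the cause was not tested. The smoke-water count of 6 was 3 with offset 0, 41 without background correction, 2 without normalization between slides, 3 with quantiles within families, 2 with median centring, 2 with the deposited values, 2 on probes above background, 544 with the pool as a random block, 10 with array weights, about 1.8e+02 with a joint spread, 3 with 27 h added and 0 without 1.5, 3 and 24 h (limma); without 1.5, 3, 6, 9 or 12 h alone it was 1, 2, 0, 0 or 1, with 3051 and 2882 probes at an unadjusted p below 0.05 without 6 and 9 h. The KAR1 count of 4609 was 7641 without background correction, 9210 with the random block, 7715 with array weights and 6928 with the joint spread, and 2291, 1, 1762, 0 and 2412 without 3, 6, 9, 12 and 24 h (8050 at an unadjusted p below 0.05 without 12 h). With a dye term common to the 3 comparisons removed through them, limma called 0 probes for smoke-water and 0 for KAR1 (1553 and 2494 at an unadjusted p below 0.05), where a simulated log2 change of 1 was recovered for 83% and 12%; MZ00037156 (-0.53), MZ00027424 (-0.20) and MZ00029152 (-0.13) turned sign under smoke-water, and MZ00037156 (-0.37), MZ00026462 (-0.0361) and MZ00035697 (0.21) under KAR1. For KAR1 against smoke-water, 7192 became 10790 with the random block and 3758, 3017, 4340 and 4392 without 1.5, 6, 9 and 12 h. The count of 0 for KAR1 minus smoke-water (limma, 3728 at an unadjusted p below 0.05) became 1402 with the random block, which counts technical slides, and 15 with the joint spread. The delayed counts of 3646 against control and 3429 against smoke-water were 17211 and 15069 without background correction, and 1827 and 1981 on probes above background, where fewer were tested; against control, 1869 were called without the 3 h and 574 without the 6 h pools, and against smoke-water 236 without the 3 h pools. The calls over technical slides (629 for smoke-water, 1071 for KAR1, 1256 for KAR1 against smoke-water, 47 for delayed against control, 583 for delayed against smoke-water) ranged from 0 to 0 without any 1 slide in each of these 5 kinds of comparison (limma), which says nothing of their stability, since 2 slides of 6 h recovered 0% of simulated log2 changes of 1.5 and 0% of 3, and were 4556, 6080, 3748, 3069 and 3543 with a joint spread. Without background correction they were 280 for smoke-water, 223 for KAR1, 148 for KAR1 against smoke-water and 168 for delayed against smoke-water, and 1674 at 27 h became 413. The 47 became 0 with quantiles within families, 672 with median centring, 0 with the deposited values, 636 without the positions and 619 on probes above background, where smoke-water gave 1644. With no background correction these genes changed sign: under KAR1 MZ00035988 (-0.0241); in KAR1 over smoke-water MZ00014754 (0.0029), MZ00037443 (-0.019), MZ00013312 (-0.0439), MZ00033255 (0.0168), MZ00038791 (-0.0369), MZ00035988 (-0.0165), MZ00036474 (-0.0151) and MZ00034300 (0.0039); in delayed over control MZ00039431 (-0.0201) and MZ00042956 (0.24); in delayed over smoke-water MZ00043714 (0.17), MZ00039967 (0.19), MZ00023948 (0.25) and MZ00031591 (0.15); at 27 h MZ00043022 (0.13) and MZ00041233 (0.0725); MZ00036474, MZ00041233 and, in KAR1 over smoke-water, MZ00035988 were not above background in either channel. In delayed over control, MZ00028534 turned to -0.0389 without the 3 h pools and MZ00024379 to -0.047 without the 6 h pools. With IDs joined by row rank, CBL9 turned to 0.23 under KAR1 and 0.0647 in KAR1 over smoke-water, and MZ00017812 to -0.29 in the latter. The correlation of the smoke-water and KAR1 means stayed between 0.362 and 0.458 and the median correlation of direct and computed ratios between 0.204 and 0.328. Replicate numbers of the technical slides do not pair the samples (18 pairs, r from -0.0168 to 0.0745); with the replicate block 5915 probes were called for KAR1 minus smoke-water over technical slides, and 6270 without it. Other choices of sign for the 6 pairs of pools gave at most 1 call for smoke-water (6 with the real signs), 0 for KAR1 (4609) and 0 for KAR1 against smoke-water (7192). The real signs thus gave the most calls in each, at 1 of 32 choices, which is the smallest share that 6 pairs allow. This excludes neither chance nor a dye effect. For the difference the real count is 0, so that all 32 choices must give at least as many (the highest other gave 1) and the test says nothing. A block for slide or scan date and the estimated correlation within gene lists were not run, as the files give no dates and the lists were not tested. Low signal, with a median Cy5 spot near its local background, limits the dim probes most.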

Differences from the paper's values

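The settings that join IDs by row rank and that leave out slide positions were chosen after the values were seen. For every mean below, each alternative set before the data were examined that could be computed for it leaves the difference in place, as does leaving out the positions, whereas the join by row rank, chosen after seeing the values, brings all 19 within the bounds of the paper's values and drops 0 of the paper's genes. For smoke-water over control, the means over the times are, first the paper's from Additional File 1 and then those by the ID on the scanner row, 2.10 and 0.18 for UBE1, 1.50 and 0.046 for the sulfiredoxin-like gene, 1.03 and -0.17 for the LRR gene, -0.64 and -0.17 for CBL9, and -0.72 and -0.036 for TTR. For delayed smoke-water over control, the paper's means and those here are 3.84 and 0.16 for UBE1, 3.28 and -0.54 for CBL9, 2.29 and 0.44 for TTR, 3.54 and 0.009 for MZ00033282, 3.61 and 1.56 for MZ00039431, and 3.68 and -0.055 for methylcrotonyl-CoA carboxylase. For KAR1 over control, they are 1.49 and -0.43 for MZ00020646, 1.83 and -0.14 for MZ00025182, 0.94 and -0.01 for MZ00039357, 3.00 and 0.14 for TIP3.1, and 1.68 and 0.037 for MZ00029766. In the paper's direction of smoke-water over KAR1, they are -2.29 and -0.23 for TIP3.1, -1.77 and -0.08 for MZ00020646, and -2.44 and -0.094 for MZ00029766. Among these, MZ00039431 in the delayed comparison (control above background on none and delayed on 1 of 6 slides) and MZ00020646 under KAR1 (KAR1 on none and control on 3 of 18) give no fold here, and UBE1 under smoke-water was above background on 3 of 18 slides.

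The paper gives 21 genes with a 2-fold change in all experiments; here 0 probes have it, and also 0 with offset 0, without background correction, without normalization between slides, with quantiles within families, with median centring and with the deposited values, the settings for which it was computed (a count of folds with no test), and in the paper's own Additional File 1 none of the 21 genes has it in all 22 columns, the most for a gene being 12. The paper's counts at a fold of 2 and an adjusted p below 0.1 were compared where its lists are complete here. There they did not differ from the present counts by the bounds used. For example, the paper's 320 and 369 at 6 and 9 h of smoke-water stand beside 327 and 337. The copies of the delayed and KAR1 lists used here leave out rows or sheets. The delayed comparisons and some times of KAR1 were therefore not compared. The paper states that UBE1 rose after 6 and 12 h of smoke-water, where its spot was not above background in either channel on any slide here, which gives no direction (on the slides of control against KAR1, of another slide series, the spot was above background in the water control of the same times), and that the senescence-associated gene MZ00020646 rose under KAR1 except at 9 h, where here its KAR1 signal was above background at no time and the bounds were at least 1.10-fold lower at 1.5 h and at least 1.05-fold lower at 9 h. Of the 6 phenylpropanoid genes that the paper names for smoke-water, all 6 have the paper's direction here and none passed over the time course. Smoke-water was in Cy5, so a dye effect of a probe adds to these ratios. With a dye term common to the 3 comparisons removed, a setting chosen after the data were seen, MZ00044256 (-0.0081) and MZ00021482 (-0.0425) had the opposite direction. There MZ00024875 was at 0.0036, MZ00021805 at 0.0181, CYP71D at 0.38 and CYP81E1/D8 at -0.15. At single times CYP81E1/D8 was called at 6, 9 and 27 h. With a joint spread flavonol glucosyltransferase (MZ00021805) was called up at 12 h at 1.26, flavonoid 3'-hydroxylase (MZ00021482) up at 12 h at least 1.14-fold and flavanone 3-beta-hydroxylase (MZ00044256) up at 3 h at 1.06. TIP3.1 was called in KAR1 over smoke-water with the pool as a random block (0.22) and on probes above background (0.23).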

Other observations

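In this part the tests on the joining of IDs, on a dye effect and on a KAR1 response were all chosen after their results were seen. At 27 h of smoke-water, some members of several gene lists passed over 3 technical slides of 1 pair of pools (limma, at least 2-fold); no list was tested for enrichment, and 1674 of all 43393 probes were called. Of 53 cell wall genes 5 rose and none fell (5 and 0 when adjusted over the list alone), with alpha-expansin 1 (MZ00016971) at 2.34 (standard error 0.10, adjusted p = 0.000848 from limma), a beta-expansin (MZ00029301) at 2.28 and a xyloglucan transferase (MZ00017766) at 2.13. Of 20 histones 2 rose (2 and 0 over the list alone), with histone H4 (MZ00043088) at 3.20 (standard error 0.12), and glutathione S-transferase 30 (MZ00026160) rose by 3.23. Of 26 genes of storage and lipid mobilisation 3 rose, all annotated as lipases (MZ00015312 at 1.22 and MZ00026483 at 1.45 among them). Of 14 LEA and ABA response genes 2 fell, EMB564 (MZ00044290) at -1.43 and an LEA group 3 protein (MZ00040778) at -1.01, a call lost without slide 1 or slide 2. Of 37 ubiquitin conjugation genes 3 fell, among them polyubiquitin 5 (MZ00042922) at -1.57, of 44 heat shock proteins and chaperones 1 rose and 2 fell, with a class I small heat shock protein (MZ00017449) at -2.28, and of 10 aquaporins 1 fell, MZ00029954, annotated as ZmTIP3-1 and another probe than the TIP3.1 of the study (MZ00024641), at -1.17 (standard error 0.09, adjusted p = 0.00205 from limma). Without background correction the calls of the beta-expansin, the xyloglucan transferase, the lipases, the LEA group 3 protein and MZ00029954 were lost.

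The methods state that the embryo axes were cut out without the scutellum. Of 64 endosperm markers 3 rose and 1 fell under KAR1 (3 and 1 when adjusted over the list alone, limma), with zein Zd1 (MZ00039405) at 1.15 (standard error 0.21, adjusted p = 0.0328 from limma), and none and 1 at 27 h. Of 27 aleurone and pericarp markers none rose and 1 fell under KAR1 (0 and 1), and 4 rose and none fell after delayed smoke-water against control (6 and 3), and of 26 scutellum and storage markers 3 rose and 1 fell under KAR1 (5 and 3). The KAR1 count was 1 without the 6 h and 0 without the 12 h pools (limma, 8365 and 8050 probes at an unadjusted p below 0.05), and the count after delayed smoke-water 1869 without the 3 h and 574 without the 6 h pools. The smoke-water effect computed from the delayed slides had r = -0.04 with the direct ratio at 3 h and -0.0064 at 6 h across probes, and the change of the water control had r = 0.0270 between the 2 families of slides from 3 to 6 h and 0.172 from 6 to 9 h.

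The values that the paper's Additional File 1 prints for its 21 genes had r = 0.997 with the scanner row of the same rank as the ID's slide location and 0.120 with the scanner row that carries the ID, which suggests that IDs and spots were joined in different orders. A wrong ID column in the scanner files is argued against by the blank spots: a median of 1.27% of them exceeded 1.2 times background under the scanner files' IDs, beside 43.4% under the IDs of the deposited table and 51.2% of gene spots, and ribosomal proteins lay at a median percentile of 77.6 of Cy3 signal by the scanner ID and 47.2 by row rank. The authors' normalization is argued against in that their own normalized values on the row that carries the ID had r = 0.129 with Additional File 1. The paper's real-time PCR of selected genes ran with its array values, which goes the other way and does not settle the question. The slide positions of 2239 probes (5.16%), in 49 of 928 positions of the 48 blocks, had Cy3 levels that did not carry over between slide series, MZ00021805 and MZ00022383 of the paper's genes and the largest KAR1 probe MZ00057078 (3.1) among them.

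A dye effect of single probes may account for a part of the KAR1 calls: of the 5336 probes called over 3 to 24 h of KAR1, 74.0% had the same sign on the slides of smoke-water against delayed smoke-water (55.3% of other probes), whose delayed embryos were 3 h older, and 86.6% on the control-smoke slides of 1.5 h (60.9%). The paper measured KAR1 in the smoke-water itself, so a KAR1 response could give the same sign on the control-smoke slides. Their share alone therefore cannot tell a dye effect from such a response. A dye effect common to both slide series as the whole cause is argued against by the control-smoke slides of 3 to 24 h, which are of another series than those with KAR1: their median ratio in the direction of the call was 0.09 (quartiles -0.03 and 0.21; 69.0% with the same sign), beside 0.36 (0.27 and 0.47) in KAR1 over smoke-water. At 1.5 h the 3 comparisons are of 1 slide series, and the dye term that they give had the sign of the call in 74.3% of these probes (56.7% of others; median 0.29) and KAR1 without it in 54.6% (50.2% of others; median 0.09, quartiles -0.52 and 0.62), as a dye effect of that series would give, from 1 pair of pools and 2 or 3 slides each. For a KAR1 response that smoke-water does not give, 0 probes were called on the difference of the KAR1 and smoke-water ratios (limma, 3728 at an unadjusted p below 0.05), which meets the condition written for excluding it but is not taken as an exclusion, because 15 were called with a joint spread and 1402 with the pool as a random block, and because the test recovered 58% of simulated log2 changes of 1 (a demand for 80% was added when it was run) while only 49 of the 4609 KAR1 calls reach a 2-fold change. At 3 to 24 h, where control and smoke-water were set side by side in the other series alone, a dye effect of the series with KAR1 and a KAR1 response therefore both stay open, and the KAR1 count itself was 1 without the 6 h and 0 without the 12 h pools (limma, 8365 and 8050 at an unadjusted p below 0.05).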
